# High-throughput sequencing and degradome analysis reveal altered expression of miRNAs and their targets in a male-sterile cybrid pummelo (*Citrus grandis*)

**DOI:** 10.1186/s12864-016-2882-0

**Published:** 2016-08-09

**Authors:** Yan-Ni Fang, Bei-Bei Zheng, Lun Wang, Wei Yang, Xiao-Meng Wu, Qiang Xu, Wen-Wu Guo

**Keywords:** Citrus, miRNA, CMS, High-throughput sRNA sequencing, Degradome

## Abstract

**Background:**

G1 + HBP is a male sterile cybrid line with nuclear genome from Hirado Buntan pummelo (*C. grandis* Osbeck) (HBP) and mitochondrial genome from “Guoqing No.1” (G1, Satsuma mandarin), which provides a good opportunity to study male sterility and nuclear-cytoplasmic cross talk in citrus. High-throughput sRNA and degradome sequencing were applied to identify miRNAs and their targets in G1 + HBP and its fertile type HBP during reproductive development.

**Results:**

A total of 184 known miRNAs, 22 novel miRNAs and 86 target genes were identified. Some of the targets are transcription factors involved in floral development, such as auxin response factors (*ARFs*), *SQUAMOSA* promoter binding protein box (SBP-box), *MYB*, basic region-leucine zipper (*bZIP*), *APETALA2* (*AP2*) and transport inhibitor response 1 (*TIR1*). Eight target genes were confirmed to be sliced by corresponding miRNAs using 5’ RACE technology. Based on the sequencing abundance, 42 differentially expressed miRNAs between sterile line G1 + HBP and fertile line HBP were identified. Differential expression of miRNAs and their target genes between two lines was validated by quantitative RT-PCR, and reciprocal expression patterns between some miRNAs and their targets were demonstrated. The regulatory mechanism of miR167a was investigated by yeast one-hybrid and dual-luciferase assays that one dehydrate responsive element binding (DREB) transcription factor binds to miR167a promoter and transcriptionally repress miR167 expression.

**Conclusion:**

Our study reveals the altered expression of miRNAs and their target genes in a male sterile line of pummelo and highlights that miRNA regulatory network may be involved in floral bud development and cytoplasmic male sterility in citrus.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2882-0) contains supplementary material, which is available to authorized users.

## Background

Cytoplasmic male sterility (CMS), which is a maternally inherited trait in higher plants, is characterized by the inability to produce functional pollen. Due to the advantage of low cost and high efficiency in breeding, CMS has been widely used in plants to produce elite hybrid seeds, such as maize, rice and rapeseed [1–3].

CMS is known to originate from the incompatibility of nuclear-cytoplasmic interaction, a coordinate cross talk of organelle and nuclear genome. The interaction mode includes two kinds of signaling transmission patterns: signaling from nucleus to organelles, which is known as anterograde regulation, and signaling from organelles to nucleus, which is termed as retrograde (RTG) regulation [4, 5]. Chimeric novel open reading frames (ORFs) resulted from mitochondrial genome rearrangement have been proved to be involved in this retrograde signaling in CMS systems [6, 7]. It was proposed that some nuclear genes, such as homeotic floral organ identity genes, lipid transfer protein genes, basic-helix-loop-helix transcription factors, gene encoding calcium ion-dependant protein kinase, and genes responsible for premature tapetal programmed cell death (PCD), are involved in retrograde regulation process [8].

CMS is often observed in alloplasmic lines obtained from intra- or inter-specific crosses [9–11]. Somatic hybridization allows the production of new germplasm by fusion of protoplasts from both mesophyll parent and callus parent, which overcomes the difficulties in traditional citrus breeding, such as sexual incompatibility, nucellar polyembryony, and pollen/ovule sterility [12, 13]. Many citrus cytoplasmic hybrids with nuclear genome from leaf parent and mitochondrial DNA from callus parent have been obtained through symmetric fusion, which allows the transfer of mitochondria-controlled specific agronomic traits [14–17]. Using this method, a cybrid line G1 + HBP with mitochondrial genome from “Guoqing No.1” (G1, Satsuma mandarin) and nuclear and chloroplast genomes from Hirado Buntan pummelo (*C. grandis* Osbeck) (HBP) was regenerated [16]. G1 + HBP is an elite citrus cultivar with seedless phenotype, and can be considered as a male sterile mutant of HBP with cytoplasmic genome substitution [18, 19]. Thus, the cybrid line G1 + HBP provides a good opportunity to study the traits arising from nuclear-cytoplasmic cross talk, particularly male sterility. In a previous research, some genes which involved in nucleic acid binding and response to hormone synthesis and metabolism were shown to be differentially expressed in transcriptomics and proteomics analysis [20]. However, it was found that the correlation coefficient between the transcriptome and proteome was very low, suggesting that post-transcriptional regulation such as that from miRNA, may be involved in the process [20].

miRNAs are a class of endogenous non-coding RNAs of ~22 nt in length, which are excised from stem-loop structures of double-strand RNA precursors by Dicer enzyme [21–23]. In plants, miRNAs can regulate protein-coding genes expression post-transcriptionally via mRNA cleavage or translational repression. miRNAs were confirmed to be involved in various biological processes during plant development, including tissue development, floral organ identity, flowering phase transition, auxin signal transduction and stress response, etc. [24]. In addition, the involvement of miRNAs in CMS has also been reported in some species. Eight miRNAs in maize exhibited considerable differences between the CMS line and the fertile line, suggesting that miRNAs participate in maize CMS [25]. Another research in *Brassica juncea* also proposed that miRNAs are associated with CMS, as differential expression of miRNAs was observed when comparing the CMS line with its fertile line [26]. *PPR* (pentatricopeptide repeat) genes, the main nuclear restorer-of-fertility genes in CMS phenotype, have been identified to be targeted by miRNAs [27, 28]. Several studies have revealed the important roles of miRNAs in citrus stress response [29], fruit development [30] and somatic embryogenesis [31]. However, there has been no report about the roles of miRNAs in nuclear-cytoplasmic communication in citrus CMS.

In this study, a comprehensive comparative analysis of miRNAs was performed between a fertile line HBP and a male sterile cybrid line G1 + HBP by high-throughput sequencing. Global change of miRNA abundance was investigated and the roles of miRNAs in cytoplasmic male sterility were elucidated. To dissect the regulatory relationship between miRNA and CMS in citrus, the targets of miRNA were identified through degradome sequencing and the altered expression of miRNAs and their target genes in G1 + HBP compared with in HBP was demonstrated.

## Results

### Overview of the sRNA sequencing

Twelve libraries comprising three stages of HBP (male fertile and seedy type) and G1 + HBP (male sterile and seedless type) (Fig. 1) were constructed and sequenced, yielding respectively an average of 18 million and 39 million raw reads per sample in the two replicates, respectively. 

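Small RNA libraries were analysed from floral buds of HBP (Hirado Buntan pummelo) and of G1 + HBP, a cybrid that joins the nuclear genome of HBP to the mitochondria of a Satsuma mandarin. Each line was sampled at 3 stages, namely floral bud differentiation to pollen mother cell formation (stage 1), tetrads to the release of microspores (stage 2) and young microspores to the release of mature pollen (stage 3). With 2 biological replicates for each line and stage, 12 libraries were obtained, 6 for each line. The authors removed low quality reads, the 3' adapter and tags below 18 nt, collapsed identical reads, and deposited for each library every distinct tag with its count, without mapping or normalization. Clean reads ranged from 16956969 to 39667678 in the HBP libraries (median 28928970) and from 15486371 to 44193060 in the G1 + HBP libraries (median 29849600). Depth differed mainly by replicate, with a median of 17113356 clean reads in replicate 1 and 41048567 in replicate 2. From these counts, each known miRNA was counted as the reads whose sequence equals the one listed in Additional file 1, and TPM was computed over all clean reads of the library. Lines were compared with edgeR's quasi-likelihood test on the counts, with the total of clean reads as library size and Benjamini-Hochberg adjustment. At the stages, one fit over all 12 libraries supplied the estimate of the spread, because each group holds 2 libraries. The average over the stages came from a separate fit of the 12 libraries with additive effects of stage and line. A sequence that occurs in several precursors is counted once and cannot be assigned to one of them.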

After removing the low quality reads, 3’adapter, and those tags smaller than 18 nt, clean reads with length ranging from 18 to 30 nucleotides were obtained, accounting for approximately 99 % of the total reads (Table 1).

**Fig. 1:**
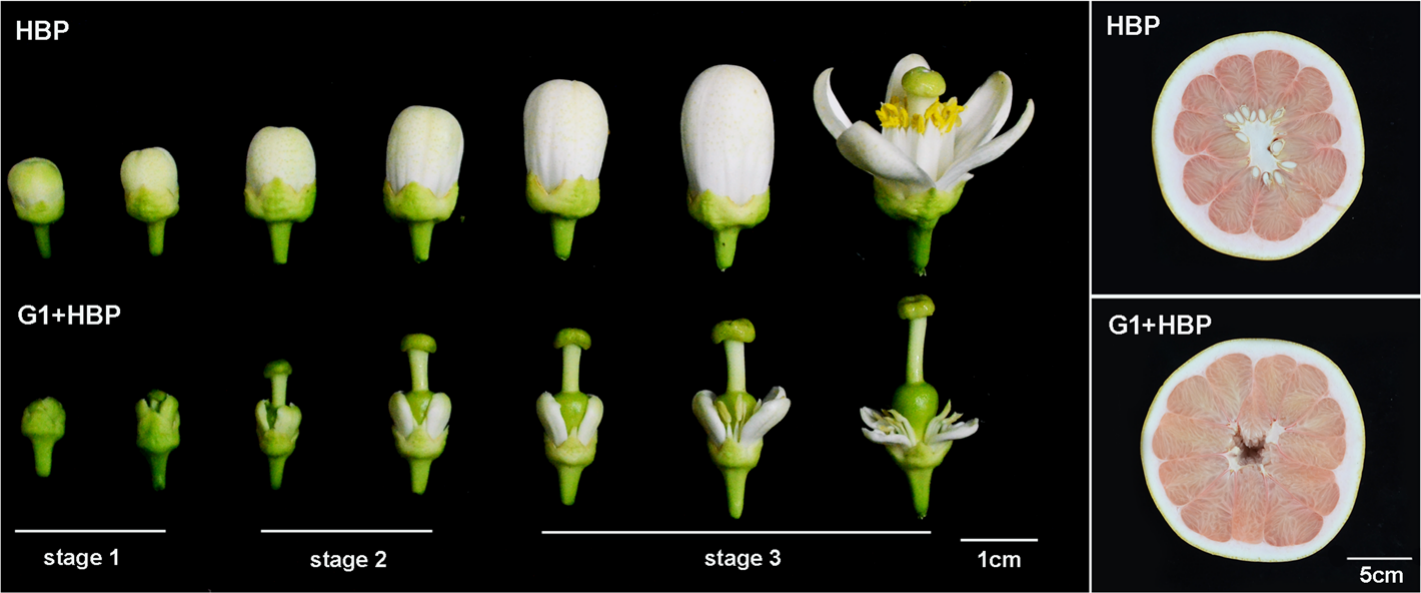
Phenotype of flower buds and fruit samples of HBP (above) and G1 + HBP (below) at three stages

**Table 1:** Summary of small RNA sequencing data and annotation after alignment to GenBank and Rfam in twelve libraries

Sample	HB-1		HB-2		HB-3		GH-1		GH-2		GH-3	
Replicates	HB-1_1	HB-1_2	HB-2_1	HB-2_2	HB-3_1	HB-3_2	GH-1_1	GH-1_2	GH-2_1	GH-2_2	GH-3_1	GH-3_2
Total reads	17037715	38683099	17621481	39548578	19663044	40162945	17535885	42963064	15705025	44430802	15566886	44635615
High quality	16999950	38487499	17584242	39343421	19623323	39952352	17500038	42748962	15674392	44207130	15531635	44414589
Clean reads	16956969	38325616	17545718	39013183	19532324	39667678	17269743	42429457	15616800	43371288	15486371	44193060
	(99.5 %)	(99.1 %)	(99.6 %)	(98.6 %)	(99.3 %)	(98.8 %)	(98.5 %)	(98.7 %)	(99.4 %)	(97.6 %)	(99.5 %)	(99.0 %)
Unique reads	6269391	11867928	6312996	10786793	6962669	10862638	6093498	12676590	5838882	12526797	5611881	12624626
Exon_antisense	167765	301351	161911	302793	182564	279824	182182	327182	154665	314229	146167	311287
	(2.68 %)	(2.54 %)	(2.56 %)	(2.81 %)	(2.62 %)	(2.58 %)	(2.99 %)	(2.58 %)	(2.65 %)	(2.51 %)	(2.60 %)	(2.47 %)
Exon_sense	270529	490497	251688	459169	267032	439731	276961	520264	236032	495847	225372	471758
	(4.32 %)	(4.13 %)	(3.99 %)	(4.26 %)	(3.84 %)	(4.05 %)	(4.55 %)	(4.1 %)	(4.04 %)	(3.96 %)	(4.02 %)	(3.74 %)
intron_antisense	66416	115941	66338	102366	75012	103434	65927	123923	62673	119586	60638	122622
	(1.06 %)	(0.98 %)	(1.05 %)	(0.95 %)	(1.08 %)	(0.95 %)	(1.08 %)	(0.98 %)	(1.07 %)	(0.95 %)	(1.08 %)	(0.97 %)
intron_sense	86296	144496	84417	128534	96497	130467	87253	154342	81847	151772	79880	155531
	(1.38 %)	(1.22 %)	(1.34 %)	(1.19 %)	(1.39 %)	(1.2 %)	(1.43 %)	(1.22 %)	(1.40 %)	(1.21 %)	(1.42 %)	(1.23 %)
rRNA	76868	95598	59951	90644	62681	90479	69226	84718	57901	98165	65986	91555
	(1.23 %)	(0.81 %)	(0.95 %)	(0.84 %)	(0.90 %)	(0.83 %)	(1.14 %)	(0.67 %)	(0.99 %)	(0.78 %)	(1.18 %)	(0.73 %)
snRNA	2494	4615	2051	5184	2258	4792	2807	4981	2084	5499	2205	5476
	(0.04 %)	(0.04 %)	(0.03 %)	(0.05 %)	(0.03 %)	(0.04 %)	(0.05 %)	(0.04 %)	(0.04 %)	(0.04 %)	(0.04 %)	(0.04 %)
snoRNA	953	2034	930	1741	882	1663	986	2200	811	2161	818	1966
	(0.02 %)	(0.02 %)	(0.01 %)	(0.02 %)	(0.01 %)	(0.02 %)	(0.02 %)	(0.02 %)	(0.01 %)	(0.02 %)	(0.01 %)	(0.02 %)
tRNA	8148	9972	6239	9656	6846	10974	7579	10219	6224	13986	8251	15950
	(0.13 %)	(0.08 %)	(0.10 %)	(0.09 %)	(0.10 %)	(0.10 %	(0.12 %)	(0.08 %)	(0.11 %)	(0.11 %)	(0.15 %)	(0.13 %)
unann	5555591	10664812	5648863	9650918	6235482	9764013	5367007	11405633	5204483	11282120	4996366	11407309

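Among all clean reads of a library, the share with a length of 21 to 24 nt lay between 93.3% (G1 + HBP stage 2 replicate 2) and 95.8% (HBP stage 2 replicate 1). Tags from 18 to 44 nt were present, and those above 30 nt made up 0.000394% to 0.104% of the clean reads.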

In length distribution analysis, the majority of the reads were 21–24 nt (Fig. 2), which is consistent with the result in other species [32, 33]. The 24 nt sRNAs were the most abundant, accounting for more than half of the total reads, followed by 21 nt sRNAs, though the number was much smaller than that of 24 nt sRNAs. 

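In 12 of 12 libraries 24 nt was the most abundant length and 21 nt came next. The 24 nt reads amounted to 59.8% ± 4.75 (SD, n = 6) of the clean reads in HBP and to 61.4% ± 2.55 (SD, n = 6) in G1 + HBP, with single libraries between 53.0% and 65.6%. For 21 nt reads the share was 15.9% ± 2.97 (SD, n = 6) in HBP and 16.0% ± 1.38 (SD, n = 6) in G1 + HBP, and no library went below 12.4% or above 20.2%. The lowest 24 nt share and the highest 21 nt share both occurred in HBP stage 2 replicate 2.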

From Fig. 2, it could be observed that the length distribution of sRNAs was very similar between HBP and G1 + HBP at the three stages. 

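The 24 nt share was 1.65 percentage points higher in G1 + HBP than in HBP on average over the stages. Other assignments of the line labels often gave a difference at least as large (p = 0.537, two-sided exact permutation test of the line labels within each stage, smallest possible p 0.00926). For 21 nt reads the difference was 0.164 percentage points (p = 0.907 in the same exact test). The 22 nt share was 10.7% ± 1.70 (SD, n = 6) in HBP and 8.83% ± 1.52 (SD, n = 6) in G1 + HBP (p = 0.111, exact test), a length that was added after the values were seen. Adjusted over the 3 lengths, the p-values of these exact permutation tests became 0.806, 0.907 and 0.333 for 24, 21 and 22 nt. When unique tags were counted in place of reads, the 24 nt difference changed to -0.101 percentage points. It also changed sign without HBP stage 2 replicate 2, to -0.452 percentage points. With 1 library left out, the 22 nt difference ranged from -1.17 percentage points (without HBP stage 2 replicate 2, p = 0.157) to -2.52 (without HBP stage 2 replicate 1, p = 0.0556), and p was smallest without G1 + HBP stage 1 replicate 1 (-2.27, p = 0.0185; exact permutation tests, unadjusted). For unique tags the 22 nt difference was -0.26 percentage points (p = 0.472, exact permutation test). These tests address the average over the stages, and no stage was tested alone. For each of the 3 lengths the difference at stage 1 was opposite in sign to that at stages 2 and 3. The 24 nt share averaged 58.7% in G1 + HBP and 61.5% in HBP at stage 1. It averaged 62.4% and 59.3% at stage 2, and 63.2% and 58.6% at stage 3. For 21 nt the means were 17.3% and 14.6% at stage 1, and 15.2% and 16.8% at stage 3. From such length profiles the paper states that the distribution was very similar in the lines at every stage.

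**Figure D1:**
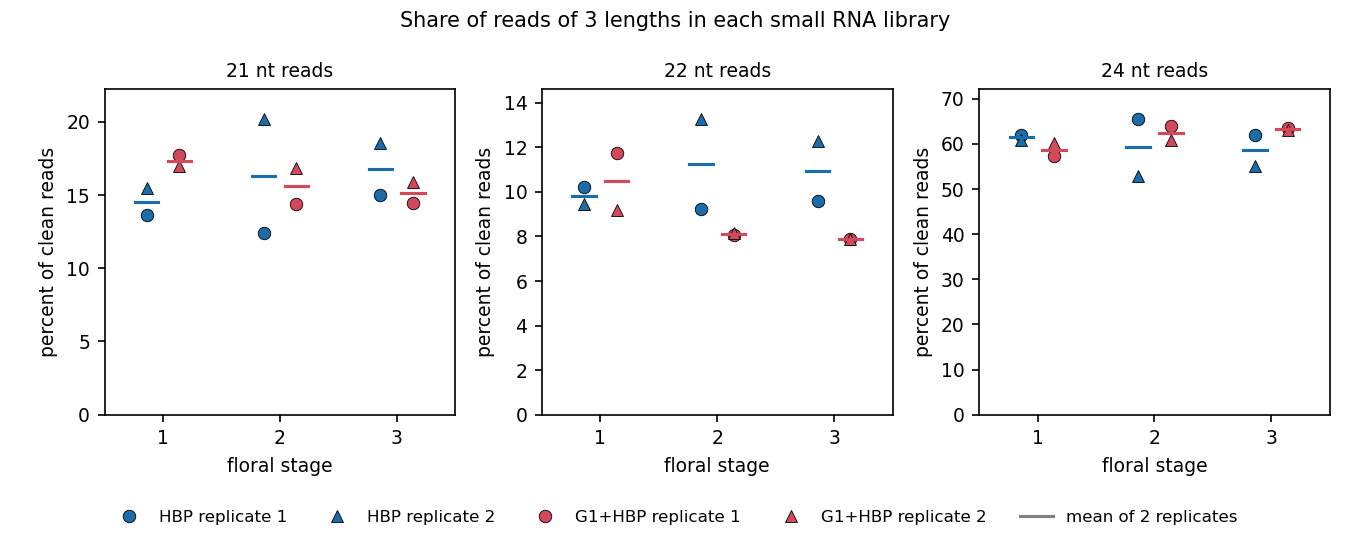
Percent of clean reads (vertical axis, from 0) that are 21, 22 and 24 nt long, for each library at the 3 floral stages (horizontal axis). Circles are replicate 1, triangles replicate 2, lines the mean of 2 replicates, blue HBP and red G1 + HBP; the replicates of HBP at stage 2 lie farthest apart, at 65.6% and 53.0% of 24 nt reads.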

Afterwards, the sRNAs were analyzed by BLASTN against other known non-coding RNAs deposited in the Rfam and NCBI database to annotate different kinds of sRNAs. All of the twelve libraries showed nearly identical compositions of different non-conding RNA types, including rRNA (~1 %), tRNA (~0.1 %), snoRNA (~0.02 %) and snRNA (~0.04 %). The detailed data for each library are shown in Table 1. The remaining sequences were examined to identify miRNAs, and the un-annotated sequences were used for novel miRNAs identification.

**Fig. 2:**
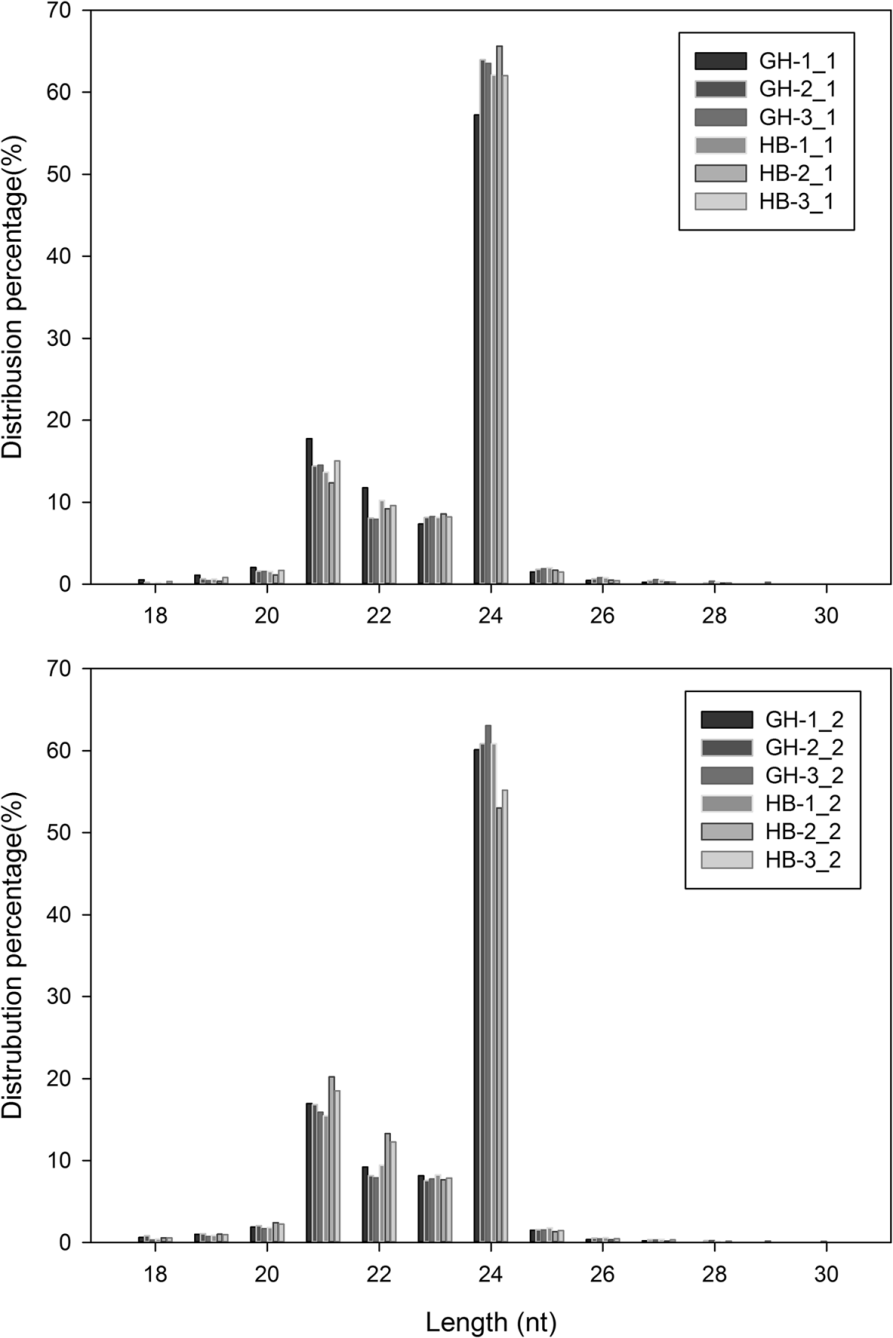
Length distributions of small RNAs in the twelve libraries for two replicates. The 21–24 nt account for the majority of the reads and 24 nt is the largest group

### Identification and different expression of miRNAs

We mapped the unique sRNAs into miRBase 20 to identify the known miRNAs based on the criteria of mismatch ≤ 2. As a result, 184 known miRNAs belonging to 36 families were identified (Additional file 1). 

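The 184 listed miRNAs hold 181 distinct sequences, and all of the following counts refer to the latter. Between 179 and 181 of them were read at least once in each library. Their reads made up 5.35% to 8.60% of the clean reads, the highest share being that of G1 + HBP stage 1 replicate 1. A single miRNA, cga-miR3954a/b.1, supplied 61.8% of the known miRNA reads in that library, and the most abundant miRNA of a library took up to 63.7% of them. Of the 2208 TPM values listed in Additional file 1, 2104 equal the values computed here within 0.1%.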

Among the 36 families, 27 were conserved in many plant species, including both eudicot and monocot, and nine were non-conserved, which were found in only one or a few plant species. miRNAs were mapped onto the genome sequences of *Citrus sinensis* to discover their precursors and analyze their locations on the chromosomes. As a result, 115 precursors were discovered (Additional file 2). 

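Additional file 2 lists 125 places on the sweet orange genome, 101 for known and 24 for predicted miRNAs, with 117 distinct hairpin sequences. The 12 libraries together gave at least 341 reads of tags that match each of the 125 hairpins exactly. Tags that match more than one hairpin were counted at each of them. For 13 pairs of a listed miRNA and its place, all in family MIR169, the miRNA sequence was not found in the listed hairpin.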

A figure representing the mapping result was generated using the joinmap4.1 software (Fig. 3). 

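Within the listed hairpins, 64 of the 101 places of known miRNAs held 2 or more listed miRNAs, and the largest number in a hairpin was 11, in family MIR166. Conversely, 12 known miRNAs were found in 4 or more hairpins, with a maximum of 7. Cga-miR164a/b/c/d.1 was found in 4 hairpins, cga-miR166a/b/c/d/e/f in 6 and cga-miR167a/b/c/d/e.1 in 5. Reads of such a miRNA do not show which of its hairpins they came from.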

From this figure, it can be observed that for some precursors, one single precursor could yield multiple miRNAs, such as the precursors of MIR166 and MIR3954; and for some miRNAs, one single miRNA might originated from four to six different precursors, such as cga-miR164a/b/c/d.1, cga-miR166a/b/c/d/e/f and cga-miR167a/b/c/d/e.1. The miRNAs originating from the same precursor were termed isomiRs [34]. 

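The hairpin of MIR3954a lies on chromosome 1 of the sweet orange genome from 11255628 to 11255867, on the minus strand. It holds 9 listed miRNAs of 19 to 23 nt, which all start at nucleotides 10 to 13 of the hairpin. The 22 nt form cga-miR3954a/b.1 (TTGGACAGAGAAATCACGGTCA) was read 9011600 times in the 12 libraries, 98.6% of the reads on the hairpin. The next form, cga-miR3954a/b.2, lacks the last bases of it and had 44094 reads. Cga-miR3954a.1, the rarest, had 941 reads. Forms that also occur in the hairpins of MIR3954b or MIR3954c could come from those.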

In our libraries, cga-miR3954a, whose function was unknown, corresponded to up to nine isomiRs. Taken together, the location analysis demonstrated the complexity of the origin of miRNAs.

**Fig. 3:**
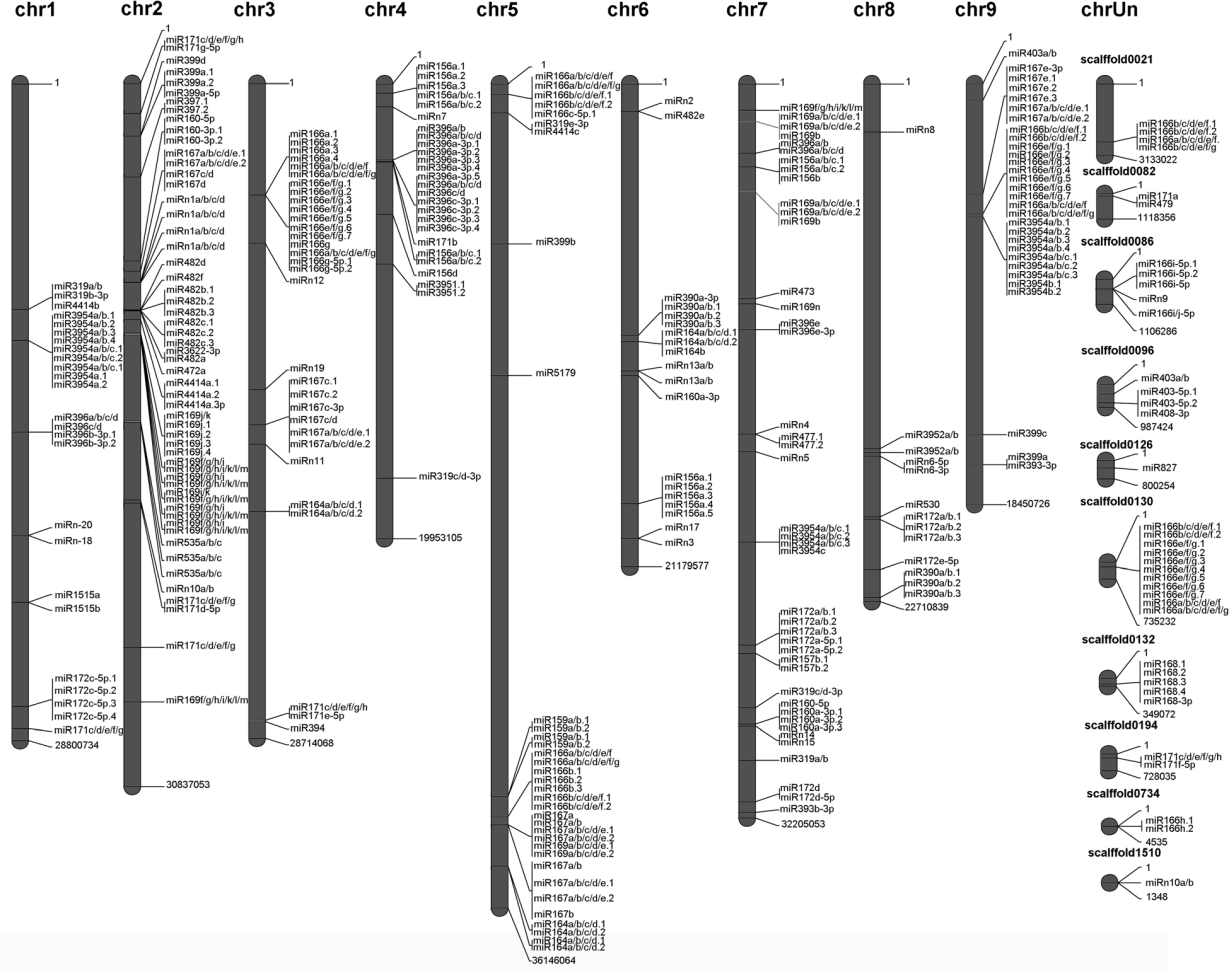
Location of 184 known miRNAs and 22 novel miRNAs on the 9 chromosomes of sweet orange. Some miRNAs were located in some regions which were un-annotated (chrUn)

The un-annotated sRNA sequences were used to identify the citrus specific miRNAs. After mapping the sRNAs to the sweet orange genome, we used MIREAP software to analyze their secondary structure. Based on the criteria previously established [23, 35], 22 novel miRNAs were newly identified to be specific to citrus (Additional file 2).

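The 22 predicted miRNAs of Additional file 2 hold 21 distinct sequences. None of them differed between the lines in the average over the stages (edgeR's quasi-likelihood test, adjusted over the 21 sequences), while 2 had an unadjusted p under 0.05. The strongest candidate was cga-miRn-18, with a log2 fold change of -2.58 (standard error 0.705, adjusted p = 0.073 from edgeR). It was followed by cga-miRn-21, whose hairpin on chromosome 1 overlaps that of cga-miRn-18, with a log2 fold change of -2.25 (standard error 0.866, adjusted p = 0.25 from edgeR). DESeq2, edgeR with TMM factors and edgeR with a replicate block each called 1 of the 21 lower in G1 + HBP. Mean expression over the libraries was 2.76 TPM for cga-miRn-18 and 3.21 TPM for cga-miRn-21, and each was read in 11 of the 12 libraries.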

To ensure the reliability of the data, 12 libraries which included two biological replicates of HBP and G1 + HBP at three floral developmental stages were constructed for sRNA sequencing. After normalizing the count of miRNAs into transcript per million (TPM) which was then log (ln) transformed, six scatter diagrams reflecting the correlation of the normalization data between the two biological replicates for all of the six samples were generated. As expected, the sequencing data of miRNAs in two biological replicates showed good repeatability (*r* = 0.85–0.99) (Additional file 3), demonstrating the results were reliable. 

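Recomputed from the counts as ln TPM across the miRNAs read in the libraries of a pair, Pearson's r between the 2 replicates lay between 0.913 and 0.949 for the 6 samples. With a pseudocount of 1 TPM added before the logarithm the range was 0.933 to 0.965. Spearman's rho moved it most, to 0.847 to 0.923. These are correlations across miRNAs, which are not independent replicates, and they mostly reflect that miRNAs differ widely in abundance. Libraries of different lines with the same stage and replicate number correlated at 0.902 to 0.970, a range as high as that of replicates of one line. From the correlation of replicates the paper concludes that the data are reliable.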

To identify the differentially expressed miRNAs between HBP and G1 + HBP, the expression abundance of all the known miRNAs at three stages was compared using Student’s *T*-test based on the filter parameter of fold change >1.5 and FDR for Student’s *t*-test <0.05 after being subjected to TPM normalization. As a result, a total of 42 miRNAs showed differential expression between HBP and G1 + HBP (Additional file 1). 

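With edgeR's quasi-likelihood test, an adjusted p under 0.05 and a fold change above 1.5, 0 of 181 known miRNAs differed between the lines at stage 1, 0 at stage 2 and 0 at stage 3. Before adjustment, 10, 20 and 26 miRNAs had p under 0.05 at stages 1, 2 and 3, or 42 at any stage, and the smallest adjusted p was 0.125, 0.128 and 0.204. Adjusted over the list alone of the 34 miRNAs named beforehand, 3, 5 and 1 were called at the 3 stages, all lower in G1 + HBP. That list was taken from the paper, which chose it on these samples, so these calls are not independent evidence. DESeq2 called 4, 12 and 10 of the 181 at the 3 stages, 21 at any stage, 20 of them lower in G1 + HBP. With TMM factors edgeR called 2, 5 and 0, and limma on log2(TPM + 1) called 0 at each stage. Because replicates with the same number deviated together, edgeR was also fitted with the replicate number as a block, which called 2, 10 and 8 miRNAs, 17 at any stage and 16 of these lower in G1 + HBP.
In the average over the 3 stages, 6 miRNAs passed the same thresholds, each with all 6 pairs of libraries in one direction. Cga-miR399a.1 had a log2 fold change of -2.01 (standard error 0.38), cga-miR399a.2 of -2.52 (standard error 0.49) and cga-miR399a-5p of -2.56 (standard error 0.47), each with an adjusted p of 0.0151 from edgeR. These miR399a sequences lie on the same hairpin and are not independent of each other. Cga-miR167c.1 followed with -1.64 (standard error 0.37, adjusted p = 0.0389 from edgeR). Higher in G1 + HBP were cga-miR397.2 at 1.50 (standard error 0.35) and cga-miR477.1 at 1.44 (standard error 0.34), both with an adjusted p of 0.0391 from edgeR. With TMM factors cga-miR397.2 and cga-miR477.1 were not called (adjusted p 0.0706 and 0.0697 from edgeR), and in 9 of the 12 fits with 1 library left out 0 miRNAs were called higher. Cga-miR397.2 is named after its values were seen. Without HBP stage 3 replicate 1, 0 of these calls remained, and without G1 + HBP stage 3 replicate 2 there were 8. Student's test on TPM, as described in the paper, called 0 miRNAs at any stage after adjustment and 26 before it.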

A heat map was generated by hierarchical (average linkage) clustering based on the expression patterns in G1 + HBP versus HBP at three stages [36] (Fig. 4). 

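The miR167 family is listed with 14 distinct sequences from 5 hairpins, and sequences of the same hairpin are not independent. Under edgeR with clean reads as library size, 4 of the 14 were lower in G1 + HBP at stage 1, 11 at stage 2 and 11 at stage 3, with median log2 fold changes of 0.23, -1.59 and -1.01. The stage 1 median became -0.076 with TMM factors, under which 9 of the 14 were lower, and -0.045 with DESeq2. With 1 library of the stage left out it lay between 0.024 (without HBP stage 1 replicate 1) and 0.41 (without HBP stage 1 replicate 2), with 0.12 without G1 + HBP stage 1 replicate 1, and the stage 2 median became -0.87 without HBP stage 2 replicate 2. In 9 of the 14 the decrease was seen in both replicate numbers at stage 2, and likewise in 9 at stage 3. A decrease above 3-fold was reached by 7 of the 14 at stage 2, by 3 without HBP stage 2 replicate 2 and by 4 without G1 + HBP stage 2 replicate 1. At stage 3 it was reached by 3 of the 14, by 1 without HBP stage 3 replicate 2 and by 6 without G1 + HBP stage 3 replicate 2. Of the 6 members assigned to pre-miR167a, 6 were lower at stage 2 and 6 at stage 3, while 4 and 3 of them passed 3-fold. Among these members, cga-miR167a/b/c/d/e.1 and cga-miR167a/b/c/d/e.2 occur in 5 hairpins and cga-miR167a/d in 2, so their reads may come from others.
Cga-miR167a.1 (TGAAGCTGCCAGCATGATCTGA), from pre-miR167a on chromosome 3 of sweet orange (14950361 to 14950476, plus strand), was expressed at 228 ± 1.01 TPM (SD, n = 2) in HBP and 291 ± 58.7 TPM (SD, n = 2) in G1 + HBP at stage 1. It rose to 2398 ± 696 TPM in HBP against 706 ± 315 TPM in G1 + HBP at stage 2, and to 6094 ± 1384 TPM against 1619 ± 425 TPM at stage 3. The log2 fold changes of cga-miR167a.1 were 0.35, -1.76 and -1.91 (standard errors 0.412, 0.423 and 0.425). Their adjusted p from edgeR was 0.974, 0.128 and 0.204 without the replicate block, and 0.76, 0.0208 and 0.0115 with it. DESeq2 gave cga-miR167a.1 adjusted p-values of 0.00497 at stage 2 and 0.00354 at stage 3.
In HBP, cga-miR167c.1 (TGAAGCTGCCAGCATGATCTTA), from pre-miR167c on chromosome 9, had 346 ± 24.8, 7472 ± 4039 and 8228 ± 705 TPM (SD, n = 2 each) at the 3 stages. In G1 + HBP it had 176 ± 66.6, 1355 ± 1046 and 2925 ± 980 TPM (SD, n = 2 each). Its log2 fold changes were -0.97, -2.46 and -1.49 (standard errors 0.59, 0.61 and 0.59), with adjusted p = 0.0208 at stage 2 from edgeR with the replicate block and 0.128 without it. The replicates at stage 2 lay far apart in both lines, so the size of that decrease depends on single libraries. Between libraries of the same replicate number the log2 difference at stage 2 was -2.91 in replicate 1 and -2.3 in replicate 2. From the shared expression pattern of its members, the paper proposes an important role of miR167 in floral bud development and in CMS.

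**Figure D2:**
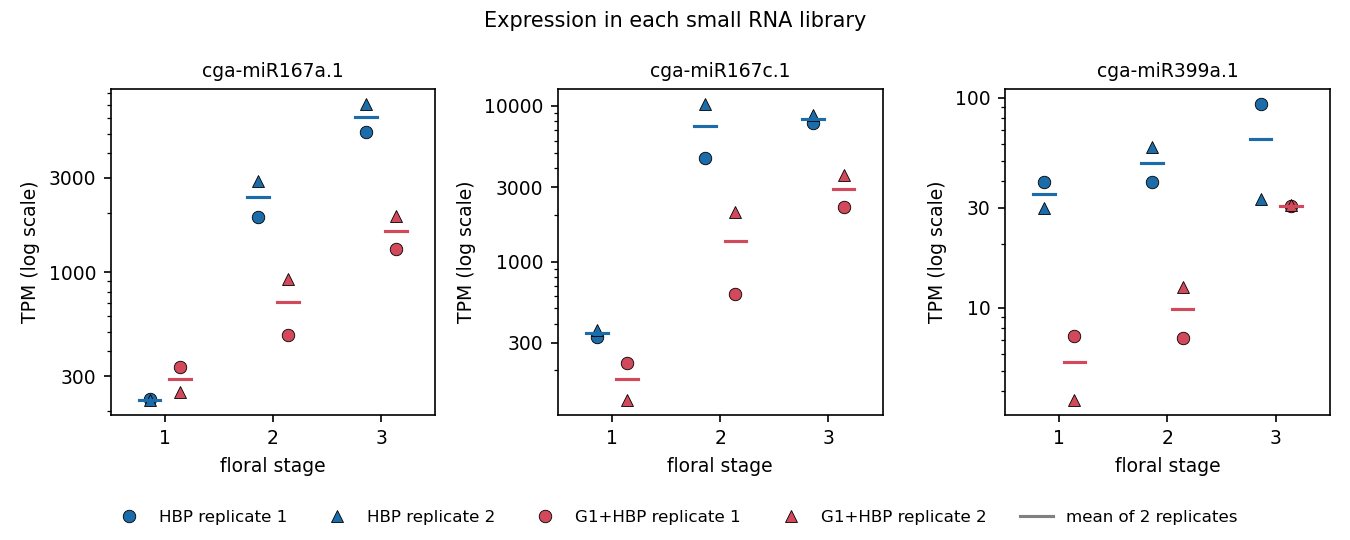
TPM (vertical axis, log scale) of cga-miR167a.1, cga-miR167c.1 and cga-miR399a.1 in each library at the 3 floral stages (horizontal axis). Circles are replicate 1, triangles replicate 2, lines the mean of 2 replicates, blue HBP and red G1 + HBP; at stages 2 and 3 both G1 + HBP libraries lie below both HBP libraries for cga-miR167a.1.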

From this figure, we found that almost all of the members of miR167 family, especially those originating from the precursor pre-miR167a (cga-miR167a.1, 167a.2, 167a-3p, 167a/d, 167a/b/c/d/e.1, 167a/b/c/d/e.2), showed similar expression patterns and were significantly down-regulated (>3 fold) at stage 2 and 3 (Fig. 4). 

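The 6 listed sequences of the miR399 family were lower in G1 + HBP at each stage, 6 of 6 at stages 1, 2 and 3, whether scaled by clean reads, by TMM factors or by DESeq2; 5 of 6 were lower at stage 2 without HBP stage 2 replicate 2, and at stage 3 without HBP stage 3 replicate 1 or without G1 + HBP stage 3 replicate 1. Cga-miR399a.1, cga-miR399a.2 and cga-miR399a-5p share a hairpin, so the 6 sequences are not independent. By reads that match a single hairpin, pre-miR399a, pre-miR399b, pre-miR399c and pre-miR399d were each lower at every stage. Their log2 fold changes from edgeR lay between -3.465 and -0.663. The median log2 fold change of the 6 sequences was -3.02, -2.22 and -0.91 at stages 1, 2 and 3. The stage 3 median became -0.25 without HBP stage 3 replicate 1, -1.45 without HBP stage 3 replicate 2 and -1.41 without G1 + HBP stage 3 replicate 2. The decrease appeared in both replicate numbers for 6, 6 and 3 of the 6, and exceeded 2-fold for 5, 5 and 3, the last of which became 1 without HBP stage 3 replicate 1, and 5 without HBP stage 3 replicate 2 or G1 + HBP stage 3 replicate 2. Cga-miR399a.1 (TGCCAAAGGAGATTTGCCCGG), from a hairpin on chromosome 2 of sweet orange (2305455 to 2305548, plus strand), had 34.9 ± 6.93, 49.0 ± 13.4 and 63.3 ± 42.9 TPM (SD, n = 2 each) in HBP at the 3 stages. In G1 + HBP it had 5.49 ± 2.63, 9.83 ± 3.77 and 30.6 ± 0.364 TPM (SD, n = 2 each). The log2 fold changes of cga-miR399a.1 were -2.67, -2.31 and -1.05 (standard errors 0.61, 0.60 and 0.58), with adjusted p of 0.13, 0.128 and 0.539 from edgeR. With the replicate block the adjusted p from edgeR was 0.0342 at stage 1 and 0.0461 at stage 2. At stage 3 HBP replicate 1 had 93.7 TPM and replicate 2 had 33.0 TPM, and without the former the log2 fold change was -0.11.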

All the members in miR399 family were down-regulated during the whole reproductive process. The expression profiles of 14 known miRNAs were validated using stem-loop RT-PCR technique (Fig. 5). The results of qRT-PCR for most of the miRNAs were in agreement with those of the sequencing data (Additional file 3). Besides, the qPCR result for each biological replicate showed high reproducibility (Additional file 3), demonstrating good reliability of differential expression result. Northern blot analysis further validated the expression of six miRNAs, which is consistent with the result of deep sequencing as expected (Fig. 6).

**Fig. 4:**
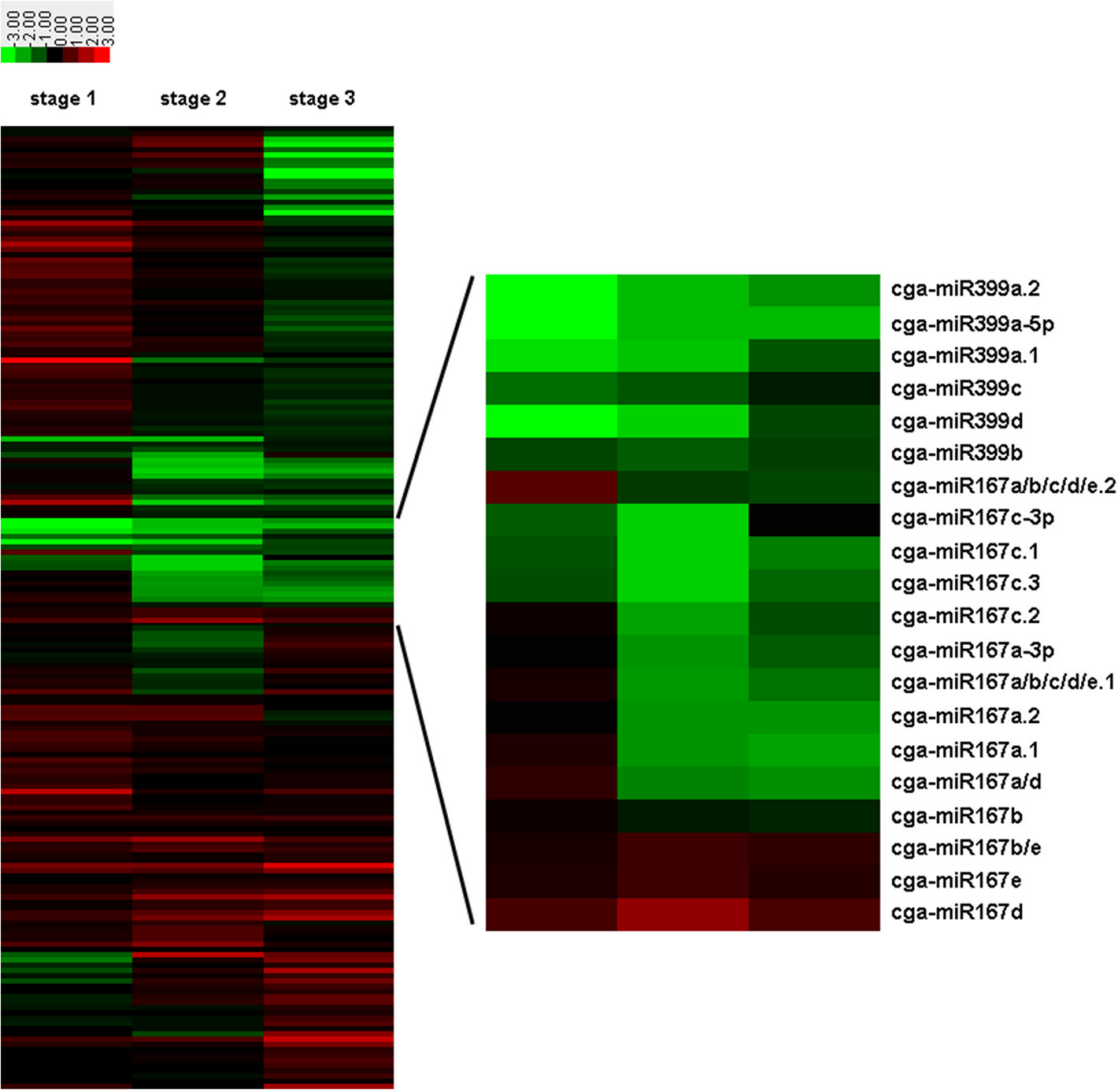
Cluster heat map of expression of miRNAs. The expression of 184 known miRNAs between HBP and G1 + HBP and all of the members in miR167 and miR399 at three stages in sequencing data was shown. The ratio value was log2 transformed for each miRNA. Green indicates down-regulation pattern and red indicates up-regulation pattern

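Other miRNAs that the paper names had the following values, none of them past an adjusted p of 0.05 at a single stage in edgeR without the replicate block. At stage 1 cga-miR156a.1 had 431 ± 26.2 TPM (SD, n = 2) in HBP and 931 ± 95.4 TPM (SD, n = 2) in G1 + HBP. Its log2 fold changes were 1.11, 0.42 and -0.32 at stages 1, 2 and 3 (standard error 0.40 each), and the stage 2 value was -0.024 without HBP stage 2 replicate 1. Cga-miR477.1 (ACCTCCCTCGAAGGCTTCCAA) had log2 fold changes of 0.68, 1.67 and 1.96 (standard errors 0.56, 0.57 and 0.58), positive in both replicate numbers at every stage. With the block, the stage 3 difference of cga-miR477.1 had an adjusted p of 0.0336 from edgeR. Cga-miR827 had log2 fold changes of 0.10, -2.22 and -1.51 (standard errors 0.78, 0.81 and 0.78). Its stage 1 value turned negative with TMM factors (-0.25), and its stage 3 value became 0.13 without HBP stage 3 replicate 1, where it was at 19.8 TPM against 3.76 TPM in replicate 2. At stage 2 cga-miR827 was at 4.05 ± 0.151 TPM in HBP and 0.879 ± 0.297 TPM in G1 + HBP (SD, n = 2 each), with an adjusted p of 0.0461 from edgeR with the block. The log2 fold change of cga-miR393a was 0.33, -0.19 and -1.79 (standard errors 0.87, 0.88 and 0.90), which passed only with the block at stage 3 (adjusted p = 0.0393 from edgeR). With TMM factors its stage 1 value was -0.067. For cga-miR530 the log2 fold changes were 0.11, -0.64 and -0.51 (standard error 0.51 each), which is within 2 standard errors of 0 at every stage, and the stage 1 value became -0.18 with TMM factors.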

**Fig. 5:**
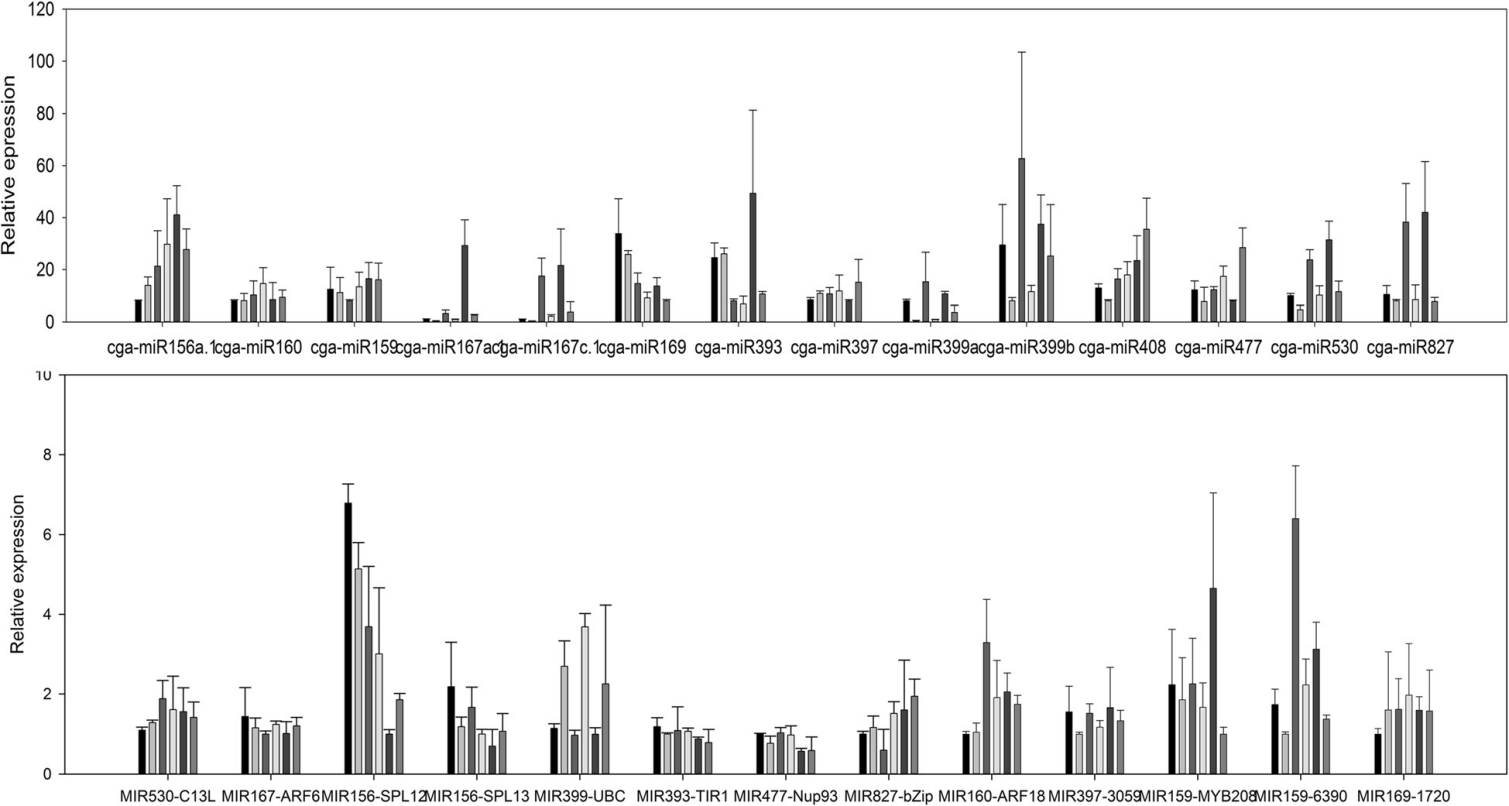
qRT-PCR results of 14 miRNAs and 13 target genes between HBP and G1 + HBP at three stages. X-axis indicates miRNAs and targets. The six columns on the X-axis refer to HB-1, G1 + HB-1, HB-2, G1 + HB-2, HB-3, G1 + HB-3, respectively. Y-axis indicates the relative expression in HBP and G1 + HBP. Columns and bars represent the means and standard errors (*n* = 4)

**Fig. 6:**
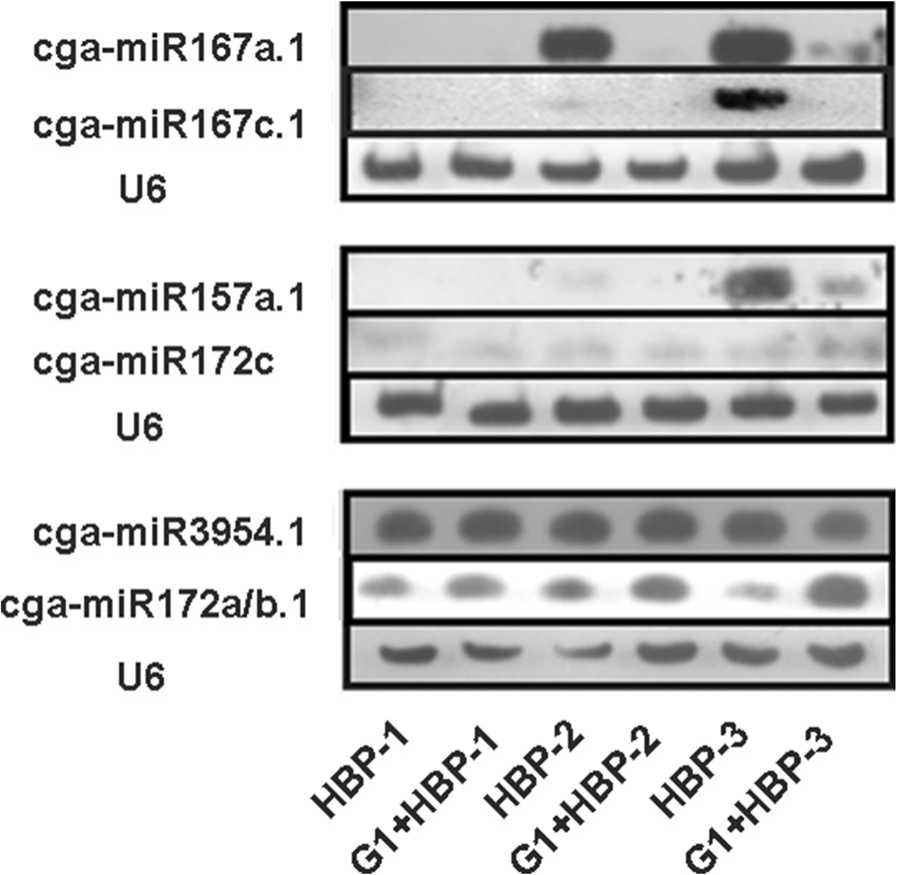
Northern blot analysis of 6 miRNAs in HBP and G1 + HBP at three developmental stages. U6 acts as the control

### Comprehensive targets identification by degradome sequencing

One degradome library was constructed with balanced mix of RNAs in six samples. 

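Degradome sequencing reads the 5' ends of uncapped poly(A) RNA, so that a target cut by a miRNA leaves many tags that start at one position. The paper states that RNA of the 6 samples was mixed for this library, whereas the labels of the deposited sample name HBP alone; it is 1 library without replicates. The authors removed adapters, low quality reads and reads below 18 nt, and deposited 1971912 distinct tags with their counts, 21541352 reads in all. Tags of 20 or 21 nt made up 99.4% of the reads, as the enzyme MmeI cuts at a fixed distance. The most abundant tag took 17.9% of the reads and the 10 most abundant took 50.1%, which left 10754781 reads for all others. Without a genome in the analysis, tags were matched exactly to the target sequences printed in Fig. 7, with at least 15 nt of overlap. Intervals given for these counts cover counting error only.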

The sequencing yielded 21,622,689 total reads, among which 21,541,352 (99.6 %) were clean reads after removing the low quality reads, 5’ and 3’ adapter contaminants and the reads smaller than 18 nt. These clean reads were comprised of 1,971,972 unique reads as indicated by initial analysis. When mapping the unique reads to sweet orange genome, we found that 1,398,670 unique reads (70.9 %) had perfect match to the genome. After searching in the NCBI genbank and the Rfam database, a small number of them (0.26 %) were annotated as non-coding RNAs like rRNA, tRNA, snRNA and snoRNA. Most of the unique reads (66.7 %) could be mapped onto the sense and antisense strands of cDNAs. The data of degradome sequencing are detailed in Table 2. Based on the regulatory mode of miRNA to mRNA, the tags which could be mapped onto the cDNAs were further analyzed to identify miRNA targets.

**Table 2:** Degradome data summary for mixed samples with six materials

	Total reads	Unique reads
Clean reads	21541352	1971912
Mapped to the genome	9283181	1398670
cDNA_antisense	69356(0.32 %)	15559(0.79 %)
cDNA_sense	8718631(40.47 %)	1300884(65.97 %)
rRNA	16851(0.08 %)	1820(0.09 %)
snRNA	6768(0.03 %)	1792(0.09 %)
snoRNA	6633(0.03 %)	1311(0.07 %)
tRNA	995(0.00 %)	291(0.01 %)
Unann	12722118(59.06 %)	650255(32.98 %)

A total of 86 targets for 39 miRNAs (31 known miRNAs and eight novel miRNAs) were identified (Additional file 4). The targets were categorized into three classes based on their abundance of miRNA-aligned tags among the transcripts [37]. The targets were classified into class 1 if the degradome tags indicative of miRNA-mediated cleavage were the most abundant tags matching the transcript, such as the transcription factors such as SBP-box, AP2, MYB, GRAS, NAC and ARF. These targets were conserved in plants. For example, miR156 and miR167 targeted 3 *SPL* genes and 2 *ARF* genes respectively, which are in agreement with the results in other plant species, such as *Arabidopsis* [38], apple [39] and tomato [40]. Almost all the targets of novel miRNAs belonged to class 3, which contained the target genes with very low abundance of miRNA targeted tags. Some genes, such as miR162, miR168 and miR403, which were involved in the biogenesis of miRNAs, were also found to be miRNA targets. miR162 targeted one Dicer like 1 enzyme (DCL1), which is one of the main enzyme for processing pre-miRNA and mature miRNA [22]. miR403 targeted AGO2 (Argonaute protein) and miR168 targeted AGO1, while AGO proteins are responsible for loading miRNA guiding strand to form the core of miRNA induced silencing complexes (miRISCs) and repressing genes transcription through targets slicing [41]. Some miRNAs targeted putative non-coding RNAs, such as miR3954, miR390, miR3951 and miRn-12. In addition to the targets mentioned above, some miRNAs targeted some genes that encode resistance proteins, such as miR472, miR482 and miR535. 

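The 8 target sequences printed in Fig. 7 were searched for degradome tags that start at the leading position of each. Cs2g09770.1, an HD-zip gene paired with miR166a (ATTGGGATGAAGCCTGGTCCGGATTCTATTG), had 106 reads at that start, 56.4% of the 188 reads that start in the sequence (95% interval 49.0% to 63.6%, Clopper-Pearson). It was the lowest share of the 8, with 68 further reads at nucleotide 13 of the sequence. Cs5g08980.1, an SCL gene paired with miR171, had 298 reads, 83.7% of 356. The genes paired with miR172, orange1.1t04055.1 (AP2) and Cs8g17390.1 (ethylene responsive transcription factor), had 132 reads (84.6% of the reads in its sequence) and 276 reads (93.9% of 294). Cs2g10760.1, an AGO2-like gene paired with miR403 (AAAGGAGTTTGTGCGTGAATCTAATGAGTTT), had 121 reads, 93.8% of 129. Cs7g26730.1, a resistance protein gene paired with miR472, had 149 reads (91.4% of 163), and Cs1g24860.1 (TM6), paired with miR5179, had 160 reads (76.9% of 208). Cs1g09600.1, a non-coding RNA paired with miR3954 (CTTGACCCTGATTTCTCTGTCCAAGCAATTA), had 238 reads, which was 100% of the reads in its sequence (95% interval 98.5% to 100%, Clopper-Pearson). In 4 of the 8 the leading start lay opposite nucleotide 10 of the miRNA that Fig. 7 prints, and in the others opposite nucleotide 8, 11 or 13. Counting starts within 1 nt added at most 29 reads to a site and allowing 1 mismatch added at most 70. The counts listed in Additional file 4, which are the paper's, equal these at 4 sites and differ by at most 2 reads at the others. The RACE clones of Fig. 7 were not analysed here.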

Eight cleavage targets identified in the degradome sequencing analysis were satisfyingly verified by RLM-5’ RACE technique, which further confirmed the reliability of the degradome data (Fig. 7).

**Fig. 7:**
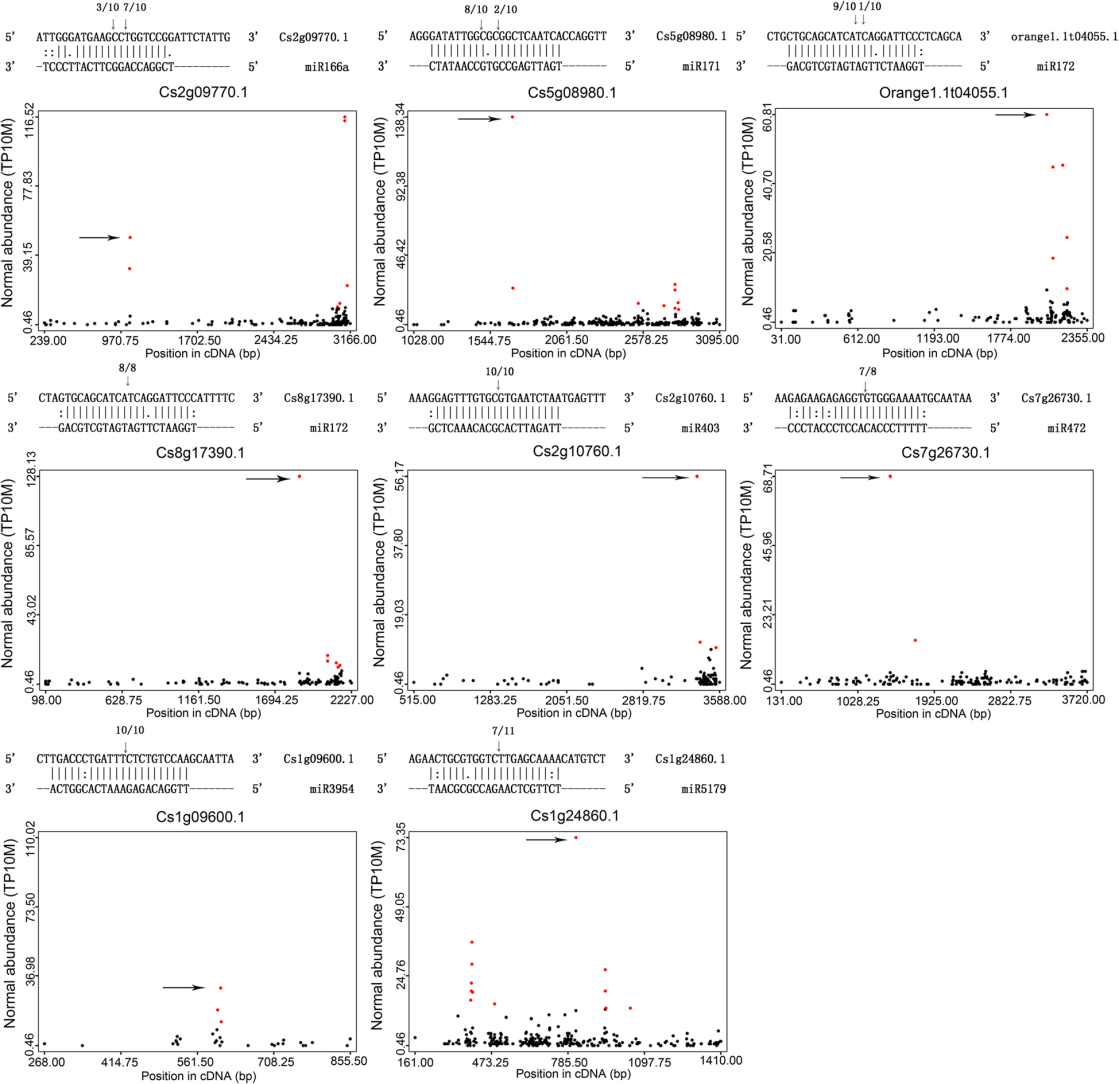
Validation of 8 miRNA target genes by RLM 5’-RACE. The arrows mark the cleavage site and the numbers indicate the frequency of cloned PCR products in corresponding cleavage sites

### Gene ontology enrichment and expression analysis of mRNA targets for differentially expressed miRNAs

Forty two genes were identified to be the targets of differentially expressed miRNAs. Blast2go program (https://www.blast2go.com/) was applied for enrichment analysis and functional annotation of these genes to figure out the biological processes they are involved in [42]. The analysis indicated that these target genes participate in various biological processes, such as cellular metabolic process, biosynthetic process, response to stimulus, signaling, anatomical structure development, cell wall organization or biogenesis (Fig. 8).

**Fig. 8:**
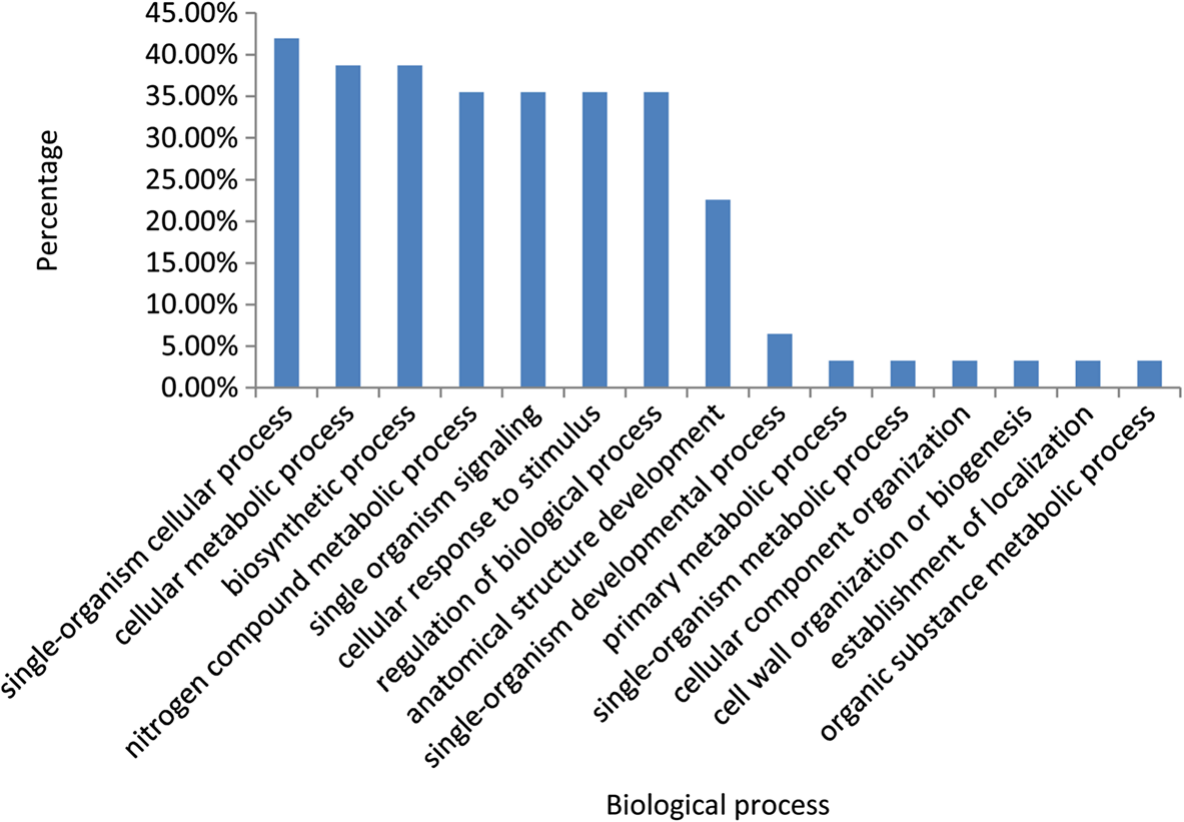
GO enrichment analysis of 42 targets genes of differentially expressed miRNAs

Thirteen targets of fourteen known miRNAs were selected to validate their expression difference, using two biological replicates and four technological repeats (Fig. 5). The statistical data on differences of miRNAs and target genes were detailed in additional file 3. Consistent with the sequencing data, miR167, 393, 399, 530 and 827 were all significantly down-regulated in G1 + HBP, especially at stage 3, suggesting their important role in reproductive development. Cga-miR477 was down-regulated at stage 1 but up-regulated at stages 2 and 3. Cga-miR156a.1 was up-regulated at stages 1 and 2 but down-regulated at stage 3. As the targets of miR156a, *SPL12* and *SPL13* showed exactly opposite expression pattern with cga-miR156a.1, which decreased at the first two stages and increased at the third stage. All the miR399 members were significantly down-regulated (>2 fold), and the expression of *UBC/PHO2* was increased in G1 + HBP, which was opposite from that of miR399. miR827 was also obviously inhibited in G1 + HBP, especially at stages 2 and 3. And as the target of miR827, a bZIP transcription factor was slightly up- regulated. However, the targets of miR167, 477 and 530 were not regulated, which did not show obvious change in G1 + HBP during flower development.

### DREB binds to the miR167a promoter and represses miR167a expression

Almost all of the members in miR167 family showed similar expression patterns and were significantly down-regulated in G1 + HBP, suggesting that miR167 members might play important roles in citrus floral bud development and CMS with a common regulatory mechanism. Pre-miR167a was considered as one of the main precursors, for it generate the most abundant mature miR167. 

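Reads were assigned to the 5 hairpins of the family by tags that match only 1 of them. Pre-miR167a, on chromosome 3 of sweet orange, received 712551 such reads over the 12 libraries, and pre-miR167c, on chromosome 9 (4850191 to 4850302, plus strand), received 1336604. By these tags pre-miR167c lay above pre-miR167a in 10 of 12 libraries. Most reads on pre-miR167b (230079 reads, 1283 of its own) and pre-miR167e (233215 reads, 4418 of its own) match both and are left out here, so these hairpins are not ranked against the others. The means of pre-miR167a were 230.2 ± 1.41, 2412 ± 703 and 6123 ± 1400 TPM (SD, n = 2 each) in HBP at stages 1, 2 and 3. In G1 + HBP they were 292 ± 59.2, 710 ± 318 and 1628 ± 430 TPM (SD, n = 2 each). Pre-miR167c had 374 ± 24.9, 7676 ± 4140 and 8350 ± 696 TPM in HBP and 199.8 ± 71.6, 1404 ± 1070 and 3008 ± 1010 TPM in G1 + HBP (SD, n = 2 each). Of the 111 hairpins tested, edgeR called 0 at each single stage (6, 8 and 11 at an unadjusted p under 0.05), and 2, 5 and 5 with the replicate block, which was added for hairpins after the values were seen. With the block, pre-miR167a was called lower in G1 + HBP at stages 2 and 3 (adjusted p 0.00592 and 0.00298 from edgeR) and pre-miR167c at stage 2 (adjusted p = 0.00592 from edgeR). In the average over the stages 1 hairpin was called without the block, pre-miR399a at a log2 fold change of -2.08 (standard error 0.38, adjusted p = 0.0161 from edgeR), while pre-miR167c was at -1.61 (adjusted p = 0.051 from edgeR). With the block 8 were called in the average, pre-miR167c among them (adjusted p = 0.0188 from edgeR) and pre-miR167a not (adjusted p = 0.105 from edgeR). The fit for the average counts a line effect that varies between stages as spread. That of pre-miR167a was 0.369, -1.78 and -1.92 (log2, with the block) at stages 1, 2 and 3.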

In order to understand the regulatory mechanism of miR167a in citrus floral development, yeast one-hybrid assay was conducted to identify the upstream regulators of miR167a. First, an in silico analysis of the promoter region of miR167a in HBP and G1 + HBP were performed by the cis-element PLACE database (https://sogo.dna.affrc.go.jp/cgi-bin/sogo.cgi?sid=&lang=en&pj=640&action=page&page=newplace) and plantCARE database (http://bioinformatics.psb.ugent.be/webtools/plantcare/html/). The promoter sequences of HBP and G1 + HBP showed no difference and contained several cis-acting regulatory elements, such as ethylene-responsive element, G-box, gibberellins-responsive element, MYB binding site. One binding cite for dehydrate responsive element (DRE) (ACCGAC), was also found in the promoter region. The promoter sequence of miR167a was used as a bait to screen all of the transcription factors in the cDNA library using yeast one-hybrid approach. As a result, one DREB transcription factor was found to bind to the miR167a promoter (Fig. 9a). Dual-luciferase assay of transiently transformed *Nicotiana benthamiana* leaves was applied to investigate how DREB transcription factor regulates the expression of miR167a. From Fig. 9e, the analysis revealed that DREB negatively regulates the expression of miR167a. The expression abundance analysis of *DREB* gene indicated that *DREB* gene was up-regulated in G1 + HBP, which is opposite to the expression pattern of miR167a (*r* = −0.8) (Fig. 9f), confirming the negative regulatory relationship between *DREB* and miR167a. The subcellular localization of DREB protein was also assayed. A vector, *35 s:DREB:GFP*, was constructed and GHD7 was fused to CFP as a nuclear protein marker. The result showed that DREB was co-localized with CFP-fused GHD7 in the nucleus, suggesting that DREB is a nuclear protein (Fig. 9b).

**Fig. 9:**
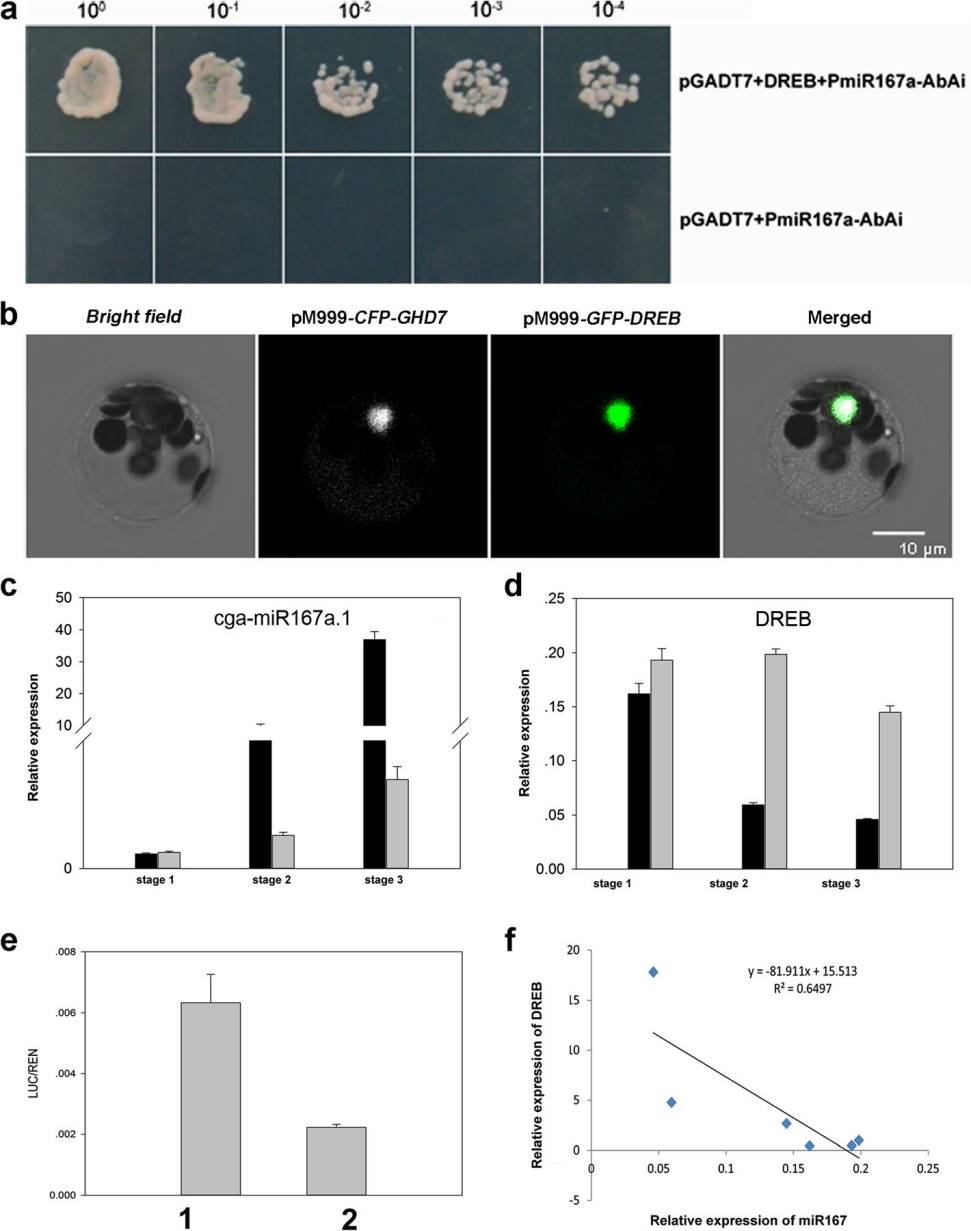
Relationship and regulation of DREB transcription factor to miR167 by yeast one-hybrid and dual-luciferase assay and qPCR analysis. **a** Yeast one-hybrid assay. **b** Subsellular localization of DREB transcription factor. **c** qPCR analysis of cga-miR167a.1. (d) qPCR analysis of DREB transcription factor. **e** Dual-luciferase assay. 1, pGReenII 0800-PmiR167a::LUC/pH7GW2D-DREB; 2, pGReenII 0800-PmiR167a::LUC/pH7GW2D. **f** The correlation analysis between the expression pattern of cga-miR167a.1 and DREB in six samples

## Discussion

### Identification of miRNAs and their targets by high throughput sequencing

The development of high throughput sequencing technology and completion of the genome sequencing of citrus in recent years have greatly advanced the biological research on miRNAs. In our study, 184 known miRNAs of 36 miRNA families and 22 novel miRNAs and 86 targets were identified in HBP and G1 + HBP, covering three floral and reproductive developmental stages in two years. In addition, despite the redundant sequences, 115 precursors were predicted after mapping the miRNAs into the sweet orange genome (*Citrus sinensis* Osbeck). Pummelo and sweet orange shared similar genome sequences as they are within the same citrus genus. Besides, it was suggested in a previous study that the sweet orange is an interspecific hybrid between pummelo and mandarin [43]. Hence, sweet orange genome can be applied as reference genome to analyze the miRNAs. Consistent with the report in other species [44], many miRNA variants (isomiRs) were detected, which had one to two nucleotides shift for each other on a same precursor.

Degradome sequencing technology has been widely applied in many species to identify miRNA targets in a large scale [45–47]. In our study, one library with mixed samples, including six materials which were used for sRNA sequencing, was constructed to identify the cleaved targets of miRNAs. Analysis of the targets showed that most of them are transcription factors which are conserved among plant species. Some target genes, including *ARF*, *MYB*, *AP2*, *TM6*, *bZIP* and *F-box*, have long been shown to be associated with plant floral or reproductive development. Those genes encoding uncharacterized proteins or some ncRNAs could be regarded as good resources to be integrated into the regulatory network of miRNAs in male sterility or in citrus development in future research. Eight genes were validated to be targets of corresponding miRNAs by RLM-5’ RACE technique, which is consistent with the degradome data.

### Several miRNA regulatory networks might be involved in the retrograde regulation

It is widely accepted that the function of plant cell depends on the coordination of plastid, mitochondrial and nuclear genomes. CMS is known to result from organellar-nuclear incompatibility when mitochondrion genome from one species is combined with the nuclear genome from another species [8, 48]. CMS phenotype was frequently observed in the alloplasmic lines derived from somatic fusion or interspecific crosses [49]. The cybrid line G1 + HBP in our study, which was produced by somatic hybridization, exhibited a typical male sterility phenotype and thus is an elite material to study nuclear-cytoplasmic cross talk which can result in CMS. CMS phenotype caused by cytoplasmic substitution is associated with signaling from mitochondrion to the nucleus, which is called retrograde regulation [4]. The nuclear genes change their expression as target genes in response to the mitochondrial signaling, which subsequently affects male gametophyte development [50]. Some nuclear genes encoding MADS-box class proteins, protein kinases and bHLH transcription factor have been speculated to be possible targets in retrograde regulation [8]. In our study, the male sterile cybrid line exhibited altered expression of miRNAs and their targets genes, demonstrating important roles of miRNAs regulation network in the retrograde signaling in CMS.

In the expression data of miRNAs, 42 miRNAs showed significant difference between male fertile line and male sterile line, suggesting that miRNAs play important roles in citrus male gametophyte development. GO enrichment analysis on the targets of differentially expressed miRNAs indicated that they are involved in various biological processes, such as cellular metabolism, signaling, stimulus response, anatomical structure development and cell wall organization processes. In the expression analysis of selected nuclear target genes, most of the targets showed differential expression between HBP and G1 + HBP. Almost half of the target genes were negatively regulated by corresponding miRNAs, especially miR156 (*r* = −0.96) and miR399 (*r* = −0.88). The reason why some miRNAs like miR167 and miR530 did not show negative regulation to their targets might be that they function at the translational level.

In the past decade, the roles of miRNAs in reproductive development have been well studied in *Arabidopsis*. miR156 and miR159 have been reported to be related to male sterility through targeting SBP-box genes, *GAMYB33/65*, respectively [51]. Over expression of miR156 in a *spl8* mutant background was reported to result in fully male sterile *Arabidopsis* [52]. Based on the expression analysis of miRNAs and their corresponding targets, miR156-SPL, miR167-ARF, miR399-UBC, miR827-bZIP regulatory network were selected as four candidate miRNAs-targets combinations that might be involved in citrus CMS. In our previous research in a male sterile type Ponkan mandarin (*Citrus reticulata*) [36], miR156 was shown to play an important role in anther development by negatively regulating *SPL9* and *SPL13*. In this study, miR156a negatively regulated SBP-box genes and displayed differential expression between HBP and G1 + HBP, indicating that miR156-SPL regulatory network may participate in the male sterility. Basic leucine zipper (*bZIP*), a transcription factor gene which is the target of miR827, plays pivotal roles in various biological processes including flower development, stress signaling and pathogen defense [53]. It is reported in that a bZIP transcription factor bZIP34 regulates pollen development of *Arabidopsis* by participating in pollen wall patterning [54]. bZIP transcription factor plays an important role in floral architecture and reproductive organ development through binding to a MADS-box transcription factor AGAMOUS (AG) [55]. Down-regulation of miR827 resulted in decreased expression of *bZIP*, which might be related to the defective organ development in the cybrid line G1 + HBP.

In our analysis, miR399 targeted a *UBC/PHO2* gene that encods E2 enzyme, which was consistent with the result in *Arabidopsis* [56]. miR399 has been shown to be involved in plant responses to phosphate starvation by targeting a *PHO2/UBC* gene which functions in phosphate accumulation [56]. In a previous research on rice, a *pho2* mutant exhibited defects in reproductive development during the whole growing period since inorganic phosphate is an essential component for plant propagation [57]. The expression of all of the miR399 members was significantly repressed in cybrid line G1 + HBP. In another research in Ponkan (*Citrus reticulata*), miR399 was significantly down-regulated in male sterile line [36]. miR399 and *UBC/PHO2* may participate in the male sterility phenotype in G1 + HBP through affecting phosphate (Pi) homeostasis.

miR167 has been confirmed to function in *Arabidopsis* and tomato male reproductive development by regulating the hormone pathways [58]. In our study, miR167 targeted ARF genes, which are involved in the auxin regulatory network. The auxin level in HBP and G1 + HBP showed significant difference (Additional file 5), mimicking the result of *Brassica juncea* that the nuclear genes modulated by nuclear-cytoplasmic incompatibility alter auxin response in cytoplasmic male sterile line [59]. From the significant decline of miR167 expression, we speculate that some upstream factors may be involved in the miRNA regulatory pathway in the retrograde regulation through mediating retrograde signals. As a result, by yeast one-hybrid and tobacco transient expression of a dual luciferase assay, a DREB transcription factor was found to bind to the promoter of miR167 and inhibit the activity of the promoter of miR167 transcriptionally. DREB transcription factor was previously elucidated to play an important role in plant stress response, including oxidative stress, cold resistance and drought resistance [60]. The qPCR analysis confirmed that the expression pattern of miR167 in the six libraries was negatively correlated with that of DREB transcription factor (*r* = −0.8) (Fig. 9f). DREB might act as a transcription repressor of miR167 and inhibit its expression in CMS cybrid line. A previous study has also reported that organelle will send signals, like nuclear-encoded alternative oxidase (AOX) to the nucleus to coordinate nuclear and organelle activities when nuclear and organelle genomes are integrated into one cell [61]. A DREB subfamily transcription factor was identified as a target gene of retrograde regulation and it plays an important role in mediating MRR signals to induce the expression of *AOX1a* in *Arabidopsis* [59]. Increased expression of DREB and decreased expression of miR167 in cybrid line G1 + HBP demonstrated that DREB-miR167 regulatory pathway might be involved in male sterility as target genes of retrograde regulation to adapt to adversity in cytoplasmic-nuclear cross talk.

## Conclusions

Our study provides a comprehensive identification and comparative of the expression of miRNAs and their targets between male sterile line HBP and fertile line G1 + HBP in floral and reproductive developmental processes of *Citrus grandis*. The altered expression of miRNAs and the genes in miRNA regulatory pathway in a sterile line of HBP are demonstrated. Some miRNA expression showed significant difference, such as miR156, miR167, miR399 and miR827, which might be related to male sterility of G1 + HBP. It is proposed that miRNA regulatory networks may be involved in the citrus floral development and retrograde regulation in nuclear-cytoplamic interaction in citrus CMS.

## Methods

### Plant materials

Based on the results of paraffin section screening in a previous research [19], the floral buds of male sterile line G1 + HBP and its fertile line HBP were divided into three reproductive developmental stages (Fig. 1). HBP-1, HBP-2, HBP-3 referred to stage 1 (from floral bud differentiation to pollen mother cell formation), stage 2 (from the formation of tetrads to the release of microspores), stage 3 (from the development of young microspores to the release of mature pollens), respectively [20]. Floral buds of HBP and G1 + HBP were collected from at least 50 inflorescences which were harvested from two individual trees, after the phenotype of the floral buds in three stages was determined. The sampling was done by mixing the floral buds in three different stages according to the phenotypic difference (Fig. 1). Two biological replicates for the floral buds were performed, as HBP-1_1 and HBP-1_2 referred to the first and the second biological replicates respectively. Samples for each stage were immediately frozen in liquid nitrogen and stored at −80 °C until use. Total RNA was isolated using modified TRIzol method according to Liu et al. [62].

### Construction of small RNA and degradome libraries

Small RNA libraries for six samples were constructed. The small RNAs in size ranging from18 nt to 30 nt were purified from total RNA and ligated to 5’ and 3’ RNA adaptors. These RNAs were reverse-transcribed into cDNAs and then amplified by PCR to obtain sufficient sequencing products. Finally, the PCR products were subjected to Illumina sequencing on an Illumina Genome Analyzer at the Beijing Genomics Institute (BGI, http://www.genomics.cn/en/index).

One degradome library with mixed samples from six materials was constructed as previously described [37, 63]. PolyA RNA molecules were ligated to a 5’ RNA adaptor containing a *Mme* I recognition site. The ligation product was then reversed transcribed into double-strand cDNA and digested by *Mme* I and then ligated to a 3’ adaptor. The ligation products were amplified, followed by sequencing using Solexa technology at the Beijing Genomics Institute.

### Bioinformatic analysis

After the removal of low quality tags, 3’ adapter and adapter-adapter ligation products, clean tags ranging from 18 to 30 nt were obtained. These sRNAs were annotated into different classes such as rRNA, tRNA, small nuclear RNA (snRNA) and small nucleolar RNA (snoRNA) as mapped to Rfam (http://rfam.sanger.ac.uk/) and NCBI (http://www.ncbi.nlm.nih.gov/) database. Known miRNAs were searched by comparing sRNA tags with miRBase20 with a nearly perfect match (mismatch ≤ 2). The rest sequences were mapped to the genome of sweet orange (*Citrus sinensis*) (http://citrus.hzau.edu.cn/orange/) with perfect match to obtain their precursor sequences. To identify the putative precursors, ~450-nt fragments were extracted by extending 200 nt from the two ends of the small RNA mapping loci, respectively. The secondary structure was predicted by MIREAP (https://www.mireap.net/) program and the minimum free energy was set below −20 kcal mol − 1 was required. In addition, the miRNA* and miRNA pairs should satisfy the requirement of the 2 nt overhangs on the 3’ end as described previously [23].

### Stem-loop qPCR of miRNAs

The expression patterns of miRNAs in different samples were tested using stem-loop qPCR method [64]. cDNAs were reverse transcribed from total RNAs using SuperScript III Reverse Transcriptase (Invitrogen, USA). PCR was performed using 0.5 μl of cDNA products and 5 μl of SYBR GREEN PCR Master mix and 0.5 μM forward and reverse primers in a 10 μl total reaction system. The reaction program was performed on the ABI 7900 Real Time System (Applied Biosystems, USA) in a program at 50 for 2 min and 95 for 1 min, followed by 40 cycles at 95 for 15 s and 60 for 1 min. Two biological replicates in two years were conducted and U6 was used as the endogenous control [65]. The stem-loop primers were listed in Additional file 6.

### RLM-5’RACE

RNA ligase-mediated rapid amplification of 5’ cDNA ends was performed to validate the miRNA targets using the GeneRacer kit (Invitrogen, https://www.lifetechnologies.com). 5 μg total RNA was ligated to a RNA adapter by T4 RNA ligase. The ligation products were reverse transcribed, followed by amplification using a 5’ RNA adapter and a 3’ gene specific primer. A 3’ gene specific nested primer was used in a second PCR amplification if necessary. The final PCR products were gel purified and sequenced. The primers used in 5’ RACE were listed in Additional file 6.

### Northern blot of miRNAs

Northern blot was performed based on a method described by Liu et al. [30]. In brief, a hybond N+ nylon membrane (GE Amersham) with transferred total RNA was hybridized with Biotin 3’end labeled DNA oligo-nucleotide probe which was reverse complement of corresponding miRNA. The hybridization signal was detected using the Chemiluminescent Nucleic Acid Detection Module (Thermo Scientific). The primers of miRNA probes were listed in Additional file 6.

### Yeast one-hybrid assay

Yeast one-hybrid assay was performed using Matchmaker Gold Yeast One-Hybrid Library Screening System (Clontech, USA) according to the manufacturer’s instruction (http://www.clontech.com/). The promoter of miR167a was isolated from genomic DNA of HBP and cloned into the pAbAi vector. After linearization, the plasmid was transformed into the Y1H Gold yeast strain. *DREB* transcription factor gene was isolated and cloned into the pGADT7-AD vector, followed by transformation into yeast with promoter. The protein was considered to bind to the promoter sequence if the transformed yeast cells grew successfully on SD/-Leu/AbA medium plates.

### Dual-luciferase assay of transiently transformed *Nicotiana benthamiana* leaves

This experiment was performed according to the method described in Hellens et al. [66] with slight modification. The *DREB* transcription factor gene was isolated from cDNA of HBP and cloned into pH7GW2D binary vector. The promoter of miR167a was isolated from the genomic DNA of HBP and cloned into pGreenII 0800-LUC vector. They were transferred into *Agrobacterium tumefaciens* EHA105, followed by infiltration into young leaf of *N. benthamiana*. Three days after the inoculation, 3 mm leaf discs were cut and placed into a 384-well-plate. Firefly Luciferase and Renillia luciferase measurement were conducted using Dual -Luciferase System (Promega, USA) reagents according to the manufacturer’s instruction.

### Subcellular localization of DREB

The *DREB* transcription factor gene was isolated from cDNA of HBP and cloned into pM999-GFP vector (kindly provided by Oil Crops Research Institute of the Chinese Academy of Agricultural Sciences). Mesophyll protoplasts were isolated from 2-months-old HBP (*Citrus grandis*) and co-transformed with pM999-GFP-*DREB* and pM999-CFP-*GHD7* (kindly provided by Prof. Lizhong Xiong, Huazhong Agriculture University). Fluorescence in the transformed protoplasts was imaged using a confocal laser scanning microscope after incubation at 23 for 36 h.

## Additional files

Additional file 1: Information of identified known miRNAs in twelve libraries, including sequences, length, expression abundance of miRNAs and fold change and p value between HBP and G1 + HBP in three stages. (XLSX 105 kb) Additional file 2: Information of precursors of 184 known miRNAs and 22 novel miRNAs, including location, minimum free energy and sequences. (XLSX 29 kb) Additional file 3: Analysis of reproducibility of miRNAs expression data in two biological replicates for each sample and the expression profile of 14 selected miRNAs in sequencing data and qPCR in each biological replicates. (XLSX 241 kb) Additional file 4: Information of targets identified from degradome sequencing. (XLSX 16 kb) Additional file 5: Auxin level in HBP and G1 + HBP. The six columns on the X-axis refer to HB-1, G1 + HB-1, HB-2, G1 + HB-2, HB-3, G1 + HB-3, respectively. Y-axis indicates the relative level in HBP and G1 + HBP. Columns and bars represent the means and standard errors (*n* = 4). (TIF 505 kb) Additional file 6: All the primers used in this study including qRT-PCR, RLM-5’RACE and Northern blot.

How the deposited data were processed for this re-analysis (not part of the article)

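Small RNA of floral buds was sequenced from HBP and G1 + HBP at 3 stages with 2 biological replicates, which gave 12 libraries, and 1 degradome library was sequenced beside them. The authors removed low quality reads, adapter sequence and reads below 18 nt, collapsed identical reads and deposited each distinct tag with its length and its count, so the values are raw read counts that were neither mapped nor normalized. The totals of these counts equal the clean reads of Table 1 and Table 2 for the libraries analysed. Clean reads lay between 15486371 and 19532324 in replicate 1 and between 38325616 and 44193060 in replicate 2. A miRNA at 1 TPM is therefore read fewer than 50 times in any library, and tags read once made up 70.6% to 75.5% of the distinct tags.

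Known and predicted miRNAs were counted as tags equal to the sequences of Additional files 1 and 2, where 184 names hold 181 distinct sequences and 22 hold 21. TPM was taken over all clean reads. Tags were also matched exactly to the hairpin sequences of Additional file 2, and coordinates are given as listed there for the sweet orange genome. No genome was used, so mapping to a genome, rRNA and tRNA annotation, prediction of miRNAs and a search of the whole degradome for targets were not analysed here. Neither were the qRT-PCR, Northern blot and RACE data.

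Lines were compared with edgeR 4.0.16 in R 4.3.3 by its quasi-likelihood test, at each stage, in the average over the stages, and as the difference of the line effect between stage 3 and stage 1. For the stages and the difference between them, all 12 libraries entered one fit with 6 groups. The average came from a separate fit of the 12 libraries with additive effects of stage and line. In that fit a line effect that varies between stages counts as spread. Clean reads were the library sizes, and a miRNA was called at an adjusted p under 0.05 (Benjamini-Hochberg) and a fold change above 1.5. Shares of read lengths were compared by exact permutation of the line labels within stages. Python 3.11 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the rest. The tests, the samples in each fit, the rule for named miRNAs and most of the alternatives were set before the data were examined. Alternatives were TMM factors, DESeq2 1.42.0, limma 3.58.1 on log2(TPM + 1), a minimum of 1 CPM in 2 libraries, only the libraries of a stage, no fold change threshold, Student's test on TPM as in the paper with and without adjustment, the replicate number as a block, and leaving out each library in turn. A one-sided form of Student's test, the length shares without line-specific tags, a wider set of line-specific tags, Spearman's rho between replicates and the replicate block on hairpins were added after the values were seen.

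The paper states that the replicates come from 2 years, and libraries with the same replicate number deviated together: across 109 known miRNAs with a mean of at least 5 TPM, the correlation of the deviations of HBP and G1 + HBP from their group means was 0.818, 0.727 and 0.643 at stages 1, 2 and 3. The replicate numbers were therefore taken to pair the libraries. Year and sequencing depth go together in this design, and both years hold libraries of both lines. Within replicate 2 each G1 + HBP library was deeper than each HBP library (at least 42429457 against at most 39667678 clean reads), and within replicate 1 the G1 + HBP library was the shallower one at stages 2 and 3.

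Named miRNAs are those that the results, Fig. 4, Fig. 5 or Fig. 6 name, 34 in all, and at each stage up to 3 others with the largest change past the threshold, of which there were none. Values of Additional files 1 and 3 had been seen when this rule was written. Cga-miR397.2 and cga-miR394 fall outside it. The rule also names the 2 most abundant tags of each line that are absent from the other, but sequences of tags read in HBP alone are not printed, since they may come from another organism.

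The fits were tested on simulated counts for the 181 known miRNAs, of which 60 were changed 4-fold. The edgeR fit recovered 43.3%, 35.0% and 56.7% of the changed miRNAs at stages 1, 2 and 3 and 93.3% in the average, called 2, 1 and 0 unchanged miRNAs beside them at the stages and 3 in the average, and called 0 miRNAs when nothing was changed. DESeq2 recovered 63.3%, 56.7% and 70.0% at the stages, with 6, 2 and 3 unchanged miRNAs called beside them (6 of 44 calls at stage 1), and called 2 miRNAs at stage 3 when nothing was changed. With the replicate block, edgeR recovered 38.3%, 31.7% and 40.0% and called 2, 1 and 0 unchanged miRNAs. The simulated libraries were drawn independently, without a pairing by replicate number, so these values do not cover it.

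Degradome tags were matched to the 8 target sequences of Fig. 7 without mismatches and with an overlap of at least 15 nt. Intervals of shares are exact (Clopper-Pearson, 95%) and cover counting error alone. Dixon's test was applied to 24 groups of 6 libraries of a line.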

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

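The tests on tags of one line, on scaling, counting error and the load of HBP-only tags, and on reads above 30 nt in G1 + HBP stage 3 replicate 2 were chosen only after the result was seen.

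Dixon's test marked 5 of 24 groups of 6 libraries, where chance marks about 1 in 20. In G1 + HBP stage 1 replicate 1 the known miRNAs took 8.60% of the clean reads and 22 nt reads 11.8%, each far above the other libraries of the line (gap over range 0.718 and 0.661). Both go back to cga-miR3954a/b.1, a 22 nt miRNA with 5.32% of the clean reads of this library. Without it the known miRNAs took 3.28% of the clean reads, within the 2.82% to 3.91% of the other libraries of the line, and the gap of the 22 nt share became 0.0987. The values are consistent with 1 abundant miRNA behind both shares. In replicates 1 and 2 of the line, cga-miR3954a/b.1 took 5.32% and 3.11% at stage 1, 2.65% and 1.82% at stage 2, and 2.16% and 1.72% at stage 3. It was thus highest at stage 1 and higher in replicate 1 at every stage, while Dixon's test pooled stages and replicates. The cause was not tested for this library, and a difference between buds or between libraries remains open.

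In G1 + HBP stage 2 replicate 2 the reads of 21 to 24 nt took 93.3%, the lowest share of the line (gap 0.627). Among the 6 libraries of the line, reads below 21 nt were highest in this one, at 3.92%, as more degraded RNA would give, while the 2.75% of reads above 24 nt were exceeded by 3 other libraries of the line. The short reads go with more degraded RNA, whereas the reads above 24 nt were not the highest of the line and do not go with it. Because the values point in different directions and come from a single library, more degraded RNA and another source of short reads cannot be told apart. No biological explanation was tested.

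Reads above 30 nt made up 0.104% of G1 + HBP stage 3 replicate 2, or 45996 reads (gap 0.856). Depth does not account for them, since G1 + HBP stage 2 replicate 2, with 43371288 clean reads, had 0.0148%. Reads of 28 to 30 nt made up 0.515% here and 0.643% in G1 + HBP stage 3 replicate 1, but those of 30 nt alone made up 0.122% and 0.0746%, the former being the highest share of the 12 libraries. A wider size range in this library therefore cannot be told apart from a source of longer RNA. The 10 most abundant of the 8650 tags above 30 nt held 40.0% of these reads, and the same 10 were read in the other replicate. In HBP stage 3 replicate 2 the share was 0.00839% (gap 0.711), with 37.2% of the reads in the 10 most abundant of 1377 tags. A few abundant RNAs cannot be told apart from a broad increase in either library, because the leading tags hold neither most of the reads nor only a few percent of them. No biological explanation was tested.

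The line effect differed between stage 3 and stage 1 for 2 of 181 miRNAs in edgeR with the replicate block, by -2.29 for cga-miR167a.1 (log2, adjusted p = 0.0396) and by -6.50 for cga-miR394 (adjusted p = 0.0241). Without the block edgeR called 0, with 15 at an unadjusted p under 0.05, and so did DESeq2 (21 unadjusted), TMM factors and limma. The difference of cga-miR167a.1 was -2.26 without the block and -1.86 with TMM factors, so it does not go back to the scaling of the libraries. For cga-miR394, 22 reads in G1 + HBP stood against 762 in HBP at stage 3, a ratio of 0.0286 (95% interval 0.0178 to 0.0437), which excludes counting error alone. Buds of G1 + HBP that lag behind in development would lower miRNAs that rise toward stage 3. The lag was examined in the 161 known miRNAs with a mean of at least 1 TPM outside the miR167 and miR394 families. The median stage 3 difference of the 44 of them that rise in HBP was -0.0795 in one crossing of the replicates and -0.40 for the 32 of the other. Those that fall toward stage 3 had medians of 0.47 and -0.16, which differ in sign. Against the medians of all 161 miRNAs, 0.25 and -0.21, the rising ones were lower and the falling ones higher in both crossings, and Pearson's r across miRNAs was -0.363 and -0.24. This goes with a lag, but an effect of the line on stage 3 levels would give the same, so they cannot be told apart.

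Tags with at least 5 reads in all 6 libraries of one line and none in the other numbered 265, of which 215 were read in HBP and 50 in G1 + HBP. Of 100 groupings of the libraries within stages, the real one included, 1 gave as many, and the grouping by replicate number gave 103. No other grouping gave any such tag, which argues against chance. The 265 tags also argue against libraries swapped between the lines. The HBP-only tags were examined in a wider set of 5344 tags, of which 84.7% of the reads were 21 or 22 nt long against 26.3% of all clean reads. In this set 21.3% of the 16-base words had their reverse complement in it, against 0.306% for 5000 random tags. Their share of clean reads ran from 0.0402% (HBP stage 3 replicate 1) to 2.20% among HBP libraries, a 54.7-fold range, and from 0.178% without that library. For the 215 tags themselves the range was 7.41-fold and 2.24% of the words had their reverse complement in the set. The range speaks against a difference of the mitochondrial genomes and is consistent with small RNA of a virus or another organism in the HBP trees, a hypothesis found and tested on the same data. The 255 G1 + HBP-only tags of the wider set kept an even share (1.68-fold range, 0% with a reverse complement), as tags of the mandarin mitochondria would, but a nuclear origin cannot be told apart because no genome was used. The 2 most abundant of them were AGCATGAGTAGAAGAGAAGTGAGA, with 782 reads, and AACAGCATGAGTAGAAGAGAAGTGA, with 463.

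The HBP-only tags also raise the question whether they account for lower miR167 in G1 + HBP. In the pairs of stages 2 and 3 with a low load of such tags, cga-miR167a.1 differed by -1.97 on average (log2), and by -1.76 in those with a high load. A difference as large at low load argues against the load as the source, but only weakly. Both low-load pairs are replicate 1 and both high-load pairs are replicate 2, so load cannot be separated from year and depth here. An effect of the line stays open as a hypothesis.

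In the degradome library, 17.9% of the reads were copies of 1 tag. Of the 17859 reads that continue past the end of this tag, 97.0% continue with T alone, which is consistent with a primer with an oligo(dT) tail from the preparation of the library. Its share lowers the depth left for transcripts.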

How the results depend on the processing

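The one-sided form of Student's test, the length shares without line-specific tags and the replicate block on hairpins were chosen only after the result was seen.

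Of the summary results under another setting, 147 kept their direction and side of the threshold, 25 moved past it, 1 fell short of it, 10 moved and 7 reversed. For single miRNAs the numbers were 465, 23, 34, 6 and 16. Those that kept their side include settings that could not add a call, such as the stage fits without a fold change threshold. The cause of a change was not tested unless stated.

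The count of known miRNAs called by edgeR was 0 at each stage (10, 20 and 26 at an unadjusted p under 0.05). It remained 0 in limma, with a minimum of 1 CPM and with only the libraries of a stage. Dropping the fold change threshold could not add a call, as the smallest adjusted p from edgeR was 0.125, 0.128 and 0.204. Leaving out 1 library leaves a group with a single library, so those fits do not show whether the count is robust. TMM factors gave 2, 5 and 0, with 6 at any stage. DESeq2 gave 4, 12 and 10, with 21 at any stage. The replicate block gave 2, 10 and 8, with 17 at any stage. Student's test on TPM without adjustment gave 10, 10 and 8, with 26 at any stage, and its one-sided form 17, 17 and 15, with 38. Adjusted, both forms gave 0. For the difference of the line effect between stages 1 and 3, the block gave 2 in place of 0.

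In the average over the stages edgeR called 6, of which 2 were higher in G1 + HBP. TMM factors called 4 (0 higher), limma 5, the block 9 (4 higher) and DESeq2 19 (5 higher); all 6 were among the calls of the block and of DESeq2. With 1 library left out, the count ranged from 0 (without HBP stage 3 replicate 1) to 8 (without G1 + HBP stage 3 replicate 2). It was 3 without HBP stage 1 replicate 2, HBP stage 2 replicate 1, HBP stage 2 replicate 2, HBP stage 3 replicate 2, G1 + HBP stage 2 replicate 2 or G1 + HBP stage 3 replicate 1. Of 100 groupings of the libraries, 2 called at least 6, the real one and that by replicate number (52). Among the 30 groupings that part all pairs, as the real one does, it alone did so. This argues against chance for this count, but 30 groupings are too few to exclude it. For predicted miRNAs edgeR called 0 of 21 (2 at an unadjusted p under 0.05), and since 100 of 100 groupings have at least 0 calls by construction, the groupings decide nothing there. TMM factors, DESeq2 and the block called 1, and leaving out 1 library gave 0 to 2, with 1 without HBP stage 1 replicate 1 and 2 without G1 + HBP stage 1 replicate 1.

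The median log2 fold change of the miRNAs above 5 TPM was 0.31, 0.03 and 0.05 at the stages when scaled by clean reads, -0.01, -0.14 and 0.14 with TMM factors and 0.02, 0.07 and 0.02 with DESeq2. Small changes at stage 1 follow this shift. TMM factors turned the stage 1 values of cga-miR827, cga-miR393a and cga-miR530 to -0.25, -0.067 and -0.18, and DESeq2 to -0.22, -0.041 and -0.16. With the block that of cga-miR827 was -0.065. Leaving out 1 library gave ranges of -0.57 to 0.57 for cga-miR827, -0.80 to 1.26 for cga-miR393a and -0.28 to 0.66 for cga-miR530 at stage 1. At stage 2 the ranges were -0.024 (without HBP stage 2 replicate 1) to 1.08 for cga-miR156a.1 and -1.76 (without G1 + HBP stage 2 replicate 1) to 0.57 for cga-miR393a, and at stage 3 that of cga-miR827 was -2.26 to 0.13 (without HBP stage 3 replicate 1). Among 105 stage values of 35 miRNAs, 15 changed sign with TMM factors, 14 with DESeq2, 2 with the block and 37 with a library left out. On the 111 hairpins edgeR called 0 at each stage and 1 in the average, and the block 2, 5 and 5 at the stages and 8 in the average.

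The 24 nt difference of 1.65 percentage points became -0.101 for unique tags, and ranged from -0.452 (without HBP stage 2 replicate 2) to 3.75 (without HBP stage 2 replicate 1). The 21 nt difference of 0.164 ranged from -1.14 (without HBP stage 2 replicate 1) to 1.47 (without HBP stage 2 replicate 2). That at 22 nt ranged from -1.17 (without HBP stage 2 replicate 2) to -2.52 (without HBP stage 2 replicate 1). Without line-specific tags the differences at 24, 21 and 22 nt were 1.24, 0.340 and -1.58.

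Tags of one line numbered 265 at a minimum of 5 reads, 1633 at 2 reads and 64 at 10 reads, since the minimum sets how many tags can be seen at a given depth. They numbered 1702 without HBP stage 3 replicate 1, the library with the lowest share of HBP-only tags (0.0402% in the wider set), and 274 (without HBP stage 1 replicate 2) to 348 (without G1 + HBP stage 1 replicate 2) without any other library. Of 24 correlations between replicates under another setting, 20 lay in the interval of the value given, and so did 14 of 16 degradome counts. Depth differed between the replicates, with a median of 17113356 clean reads in replicate 1 and of 41048567 in replicate 2. Whether it limits rare miRNAs more than others was not tested.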

Differences from the paper's values

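The paper gives 42 differentially expressed known miRNAs, and edgeR called 0 at any stage (42 at an unadjusted p under 0.05). None of the alternatives set before the data were examined came within 1.5 times of the paper's count: TMM factors gave 6, DESeq2 21, the replicate block 17, Student's test on TPM 26 without adjustment and 0 with it, and limma, the filter on low counts, single-stage fits and the fit without a fold change threshold 0. The one-sided form of Student's test without adjustment, chosen after seeing the values, gave 38 and drops 2 of the 37 miRNAs that pass both thresholds in Additional file 1. The average over the stages, a different comparison, called 6.

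The paper's correlations between replicates run from 0.85 to 0.99, and those computed here from 0.913 to 0.949. A pseudocount of 0.01, 0.1 or 1 TPM (0.918 to 0.951, 0.919 to 0.953 and 0.933 to 0.965) and a minimum mean of 1 TPM (0.909 to 0.945) left the difference at both ends. Spearman's rho, chosen after seeing the values, ran from 0.847 to 0.923, which is close to the paper at the lower end but not at the upper end.

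For cga-miR397.2 at stage 3 the log2 fold change in the paper's Additional file 1 is 2.66, and that of the counts is 1.68. This miRNA is among those whose listed TPM values differ from the counts, in 6 of 12 libraries. TMM factors (1.88), DESeq2 (1.73) and the replicate block (1.60) left the difference, whereas the fits without HBP stage 3 replicate 2 (2.02) and without G1 + HBP stage 3 replicate 2 (2.30) came within the error. Of 2208 TPM values of Additional file 1, 104 in 23 miRNAs differ from the counts by more than 0.1%.

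The paper describes almost all members of miR167, above all those of pre-miR167a, as lower by more than 3-fold at stages 2 and 3. Of the 14 members, 11 were lower at each of these stages, while 7 and 3 passed 3-fold. Of the 6 members of pre-miR167a, 6 were lower at each stage and 4 and 3 passed 3-fold. The block called 3 and 2 of these 6. For cga-miR167a.1 at stage 2, DESeq2, TMM factors, the block and the adjustment over the list alone made the call, and at stage 3 DESeq2, the block and the list alone.

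In its account of the qRT-PCR, which was not analysed here, the paper describes cga-miR477 as lower in G1 + HBP at stage 1. In the small RNA counts the log2 fold change of cga-miR477.1 at stage 1 was 0.68, with 0.32 under TMM factors, 0.34 under DESeq2 and 0.72 with the block. At stages 2 and 3 it was higher, as the paper describes, and was called by DESeq2 at both and by the block at stage 3.

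In the same account, and with reference to its sequencing data, the paper places the decrease of miR167, miR393, miR399, miR530 and miR827 above all at stage 3, and that of miR827 further on at stages 2 and 3. The log2 fold change of cga-miR399a.1 was -2.67 at stage 1 and -1.05 at stage 3, that of cga-miR167c.1 -2.46 at stage 2 and -1.49 at stage 3, and that of cga-miR530 -0.64 at stage 2 and -0.51 at stage 3. For cga-miR393a and cga-miR167a.1 the largest decrease was at stage 3, at -1.79 and -1.91, and cga-miR827 was lower at stages 2 and 3, at -2.22 and -1.51. Of these, the block called cga-miR167a.1 at stages 2 and 3, cga-miR399a.1 at stages 1 and 2, cga-miR827 at stage 2, cga-miR393a at stage 3 and cga-miR167c.1 at stage 2. DESeq2 and TMM factors called cga-miR399a.1 at stages 1 and 2 and cga-miR167a.1 and cga-miR167c.1 at stage 2, and DESeq2 called cga-miR167a.1 at stage 3.

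The paper regards pre-miR167a as the source of the most abundant mature miR167. Tags of pre-miR167c alone exceeded those of pre-miR167a alone in 10 of 12 libraries, with 1336604 against 712551 reads.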

Other observations

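The comparison of listed members at the cleavage sites was chosen only after the result was seen.

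At 4 of the 8 sites of Fig. 7 the leading degradome start lay opposite another nucleotide of the printed miRNA than nucleotide 10. At these 4 sites another listed member of the family places nucleotide 10 there: cga-miR166e/f/g.1 (1318445 reads in the 12 libraries), cga-miR171b (509 reads) and, at both miR172 sites, cga-miR172a/b.1 (449356 reads). The printed miRNAs had 1447960, 9435 and 5219 reads. The start opposite nucleotide 10 of the printed miRNA came second at each of these sites, with 68 reads at Cs2g09770.1, 53 at Cs5g08980.1, 24 at orange1.1t04055.1 and 15 at Cs8g17390.1. Which member acts at a site was not tested.

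Most calls of Additional file 1 were also made by a one-sided test without adjustment. Of its 37 miRNAs with a fold change above 1.5 and a p under 0.05, 35 were also called by the one-sided form of Student's test here, which called 38.

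The replicate number, which stands for the year, had a larger effect than the line: 52 of 181 known miRNAs differed between replicates 1 and 2 in edgeR, 29 of them higher in replicate 2. Year and depth go together, and no explanation was tested.

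At stage 3, cga-miR394, chosen after its values were seen, had 11.3 TPM in HBP and 0.270 TPM in G1 + HBP on average. Its log2 fold change was -5.21 (standard error 1.82, adjusted p = 0.295 from edgeR), -5.94 with the block (adjusted p = 0.00629) and -5.47 in DESeq2 (adjusted p = 0.00552).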
